# Stress-responsive and metabolic gene regulation are altered in low S-adenosylmethionine

**DOI:** 10.1371/journal.pgen.1007812

**Published:** 2018-11-28

**Authors:** Wei Ding, Daniel P. Higgins, Dilip K. Yadav, Adwait A. Godbole, Read Pukkila-Worley, Amy K. Walker

## Abstract

S-adenosylmethionine (SAM) is a donor which provides the methyl groups for histone or nucleic acid modification and phosphatidylcholine production. SAM is hypothesized to link metabolism and chromatin modification, however, its role in acute gene regulation is poorly understood. We recently found that *Caenorhabditis elegans* with reduced SAM had deficiencies in H3K4 trimethylation (H3K4me3) at pathogen-response genes, decreasing their expression and limiting pathogen resistance. We hypothesized that SAM may be generally required for stress-responsive transcription. Here, using genetic assays, we show that transcriptional responses to bacterial or xenotoxic stress fail in *C*. *elegans* with low SAM, but that expression of heat shock genes are unaffected. We also found that two H3K4 methyltransferases, *set-2/SET1* and *set-16/MLL*, had differential responses to survival during stress. *set-2*/SET1 is specifically required in bacterial responses, whereas *set-16/MLL* is universally required. These results define a role for SAM in the acute stress-responsive gene expression. Finally, we find that modification of metabolic gene expression correlates with enhanced survival during stress.

## Author summary

Animals respond to stress by activating suites of protective genes. A specific metabolite, S-adenosylmethionine (SAM), influences how these genes are activated in a variety of stress conditions. SAM is produced by the 1-carbon cycle and is the major donor for methylation reactions. Thus, SAM is used in the modification of histones, DNA, RNA and production of phospholipids. Here, we show that *C*. *elegans* with low SAM have reduced responses to a bacterial and toxic stress, but respond normally to heat stress. We also analyzed how animals that have reduced activity in some of the enzymes that use SAM to modify histones might respond to stress. One enzyme, SET-2, was needed only for survival in bacterial stress, whereas the other related enzyme, SET-16, was universally required. The availability of SAM may be affected by diets low in choline or methionine, alcohol or diseases such as cystic fibrosis. Thus, low SAM availability may leave organisms less able to respond to additional stress, which could exacerbate tissue injury or disease progression.

## Introduction

Cellular functions are profoundly affected by metabolic state. For example, transcriptional regulation can be linked to metabolism through the modification of chromatin by methylation [1]. Using the methyl groups produced by the 1-carbon cycle (1CC) and donated by S-adenosylmethionine (SAM), histone methyltransferases (HMTs) can change the regulatory state of chromatin, promoting or limiting gene activity [2]. HMT activity can be controlled by recruitment of HMT containing complexes to specific genomic locations [2]. However, SAM availability may also affect histone methylation patterns [3]. SAM is produced by the 1-carbon cycle (1CC) and levels can be affected by folate, methionine or choline levels or by other factors such as alcohol consumption [4]. Variations in SAM levels have been proposed to mediate transgenerational inheritance of epigenetic patterns or other gene regulatory events, however, a direct mechanistic connection has been difficult to establish [5]. Although SAM is necessary for all histone methylation events, *in vivo* studies have suggested that particular methylation marks are more sensitive to changes in SAM levels. For example, induced pluripotent stem cells (iPSCs), murine liver, and *C*. *elegans* all show a decrease in H3K4me3 levels as SAM levels drop [6–9]. Furthermore, in budding yeast, a rise in SAM levels is followed by increases in H3K4me3 [10]. Furthermore, these linked changes in SAM levels and H3K4me3 also correlate with changes in cell-type-specific gene expression and differentiation in iPS cells [7]. Finally, Dai et al. have recently demonstrated that treatments with high and low methionine, which is the precursor for SAM, alters H3K4me3 peak width at genes in steady-state conditions in mouse liver and human cancer cells [11]. Thus, SAM levels are tightly linked to H3K4me3 dynamics.

Trimethylation of H3K4 is a common modification occurring close to the start site of actively transcribed genes and is accomplished through the activity of the COMPASS complex [12]. The KTM2 family of HMTs serves as the enzymatic activity of COMPASS providing mono, di and trimethylated states [13]. In yeast, there is a single member, Set1, whereas mammals can use one of seven enzymes, within subfamilies of SET1, MLL (Mixed lineage leukemia) or THX (Trithorax) [12]. However, the relationship between H3K4me3 and transcription is complex, as it does not appear to be necessary for global gene expression in basal conditions [14]. In yeast, Set1 has an important role in limiting the expression of ribosomal genes during the response to diamide stress [15] suggesting that chromatin-modifying factors are especially critical when organisms experience stress. The H3K4 methyltransferase family in mammals appears to have overlapping as well as specialized functions in either specificity for mono, di or tri-methylation or through distinct roles in development [13]. However, clearly defined roles for each MT have been difficult to discern.

*C*. *elegans* genome encodes a simplified KTM2 family containing three H3K4 methyltransferases, *set-2*/SET1, *set-16*/MLL and *ash-2*/THX [16]. Interestingly, these methyltransferases have distinct developmental and tissue-specific biological functions. *set-2*/SET1 is broadly important for H3K4 trimethylation in embryos and the germline [17, 18] and the intestine [8]. Also, loss or reduction of *set-2/*SET1 influences fertility across generations [19], lifespan [20] and lipid accumulation [21]. *ash-2* acts through the germline to affect lifespan and lipid accumulation in the intestine [20–22]. *set-16*/MLL, on the other hand, appears to be dispensable for H3K4me3 in the early embryo and germline (Li, 2011), while we found that it has a partial requirement in the adult intestine [8]. Thus, while H3K4me3 marks the start sites of actively transcribed genes, the methyltransferases producing it can have diverse and long-acting biological effects.

Using a *C*. *elegans* model of low SAM, we previously found that transcriptional responses to a bacterial pathogen failed and these bacterial-response genes did not show the normal pattern of H3K4me3 close to the transcriptional start sites, [8]. We also found that the HMT *set-16*/MLL was required for full induction, whereas *set-2*/SET1 appeared dispensable [8]. We hypothesized that animals with low SAM might fail to transcriptionally respond to stress and that the HMTs may also have distinct roles in modulating stress responses. In our present study, we set out to compare induction of transcriptional responses and survival upon stress exposure between *C*. *elegans* with reduced SAM and animals with limited H3K4me3 function. Because distinct stresses may rely on different transcriptional activation mechanisms, we also compared whole-genome expression patterns in three stresses: pathogenic bacteria, xenotoxic and heat. We found that the induction of genes in the pathogen and xenotoxic stress response were diminished in low SAM, with concomitant reductions in survival in these animals. However, while pathogen and xenotoxic-stress genes were affected after both *set-2*/SET1 and *set-16/*MLL RNAi, *set-16*/MLL was uniquely required for survival in all three stresses. This suggests SAM and *set-16* have essential functions in transcriptional responses to diverse stresses. Interestingly, induction of heat stress response genes, which are controlled primarily by promoter pausing of RNA Pol II [23], occurs even in low SAM and after H3K4 methytransferase knockdown. While expression of canonical heat shock genes occurred in each of these conditions, *sams-1* animals fared better than controls, *set-2* animals survived at control levels and *set-16* animals died rapidly. Thus, the expression of stress response genes and survival may not correlate in all cases. Finally, we find that in addition to stress-responsive genes, regulation of metabolic genes may be key to the survival of animals with deficient H3K4 methylation during stress.

## Results

### Large-scale changes in stress-induced gene expression in low SAM

Gene regulatory events can be controlled by histone methylation; however, it is not clear how levels of the methyl donor SAM may alter methylation patterns and gene expression in different physiological conditions (**Fig 1A**). In *C*. *elegans*, we previously found animals with a mutation in the SAM synthase *sams-1*, which have 50% of the SAM of wild-type animals [24], had poor survival on the bacterial pathogen *Pseudomonas aeruginosa* [8]. SAM deficient animals failed to upregulate selected pathogen-response genes and had reduced global H3K4 trimethylation in intestinal nuclei as well as at specific pathogen-response genes [8]. We hypothesized this could represent a general failure of stress-responsive gene expression, as low SAM levels were unable to support rapid remodeling of H3K4 methylation as transcriptional needs changed. To test this model (**Fig 1B**), we used RNAi to knockdown *sams-1* or the H4K4me3 methyltransferases (HMTs) that use SAM, *set-2* and *set-16*, then exposed animals to three stresses: bacterial (*P*. *aeruginosa)* xenotoxic, or heat. For xenotoxic stress, we used R24, an agent that robustly stimulates both immune and detoxification responses in *C*. *elegans* [25–27]. Next, we used whole genome RNA sequencing to determine which genes changed in each stress and assayed how they were affected by low SAM or depletion of the HMTs and selected genes with greater than two-fold change in any of the conditions with a false discovery rate (FDR) of <0.01 for further analysis. To determine if gene expression patterns were shared between control, *sams-1*, *set-2* and *set-16* animals in response to *P*. *aeruginosa*, we mapped gene expression patterns with Venn diagrams for up (**Fig 1C–1F**) and down (**S1A–S1D Fig**) regulated genes. We found distinct, large scale gene expression changes with each stress, suggesting gene expression modules were specified by stress-specific mechanisms rather than by SAM or these H3K4 methyltransferases.

**Fig 1:**
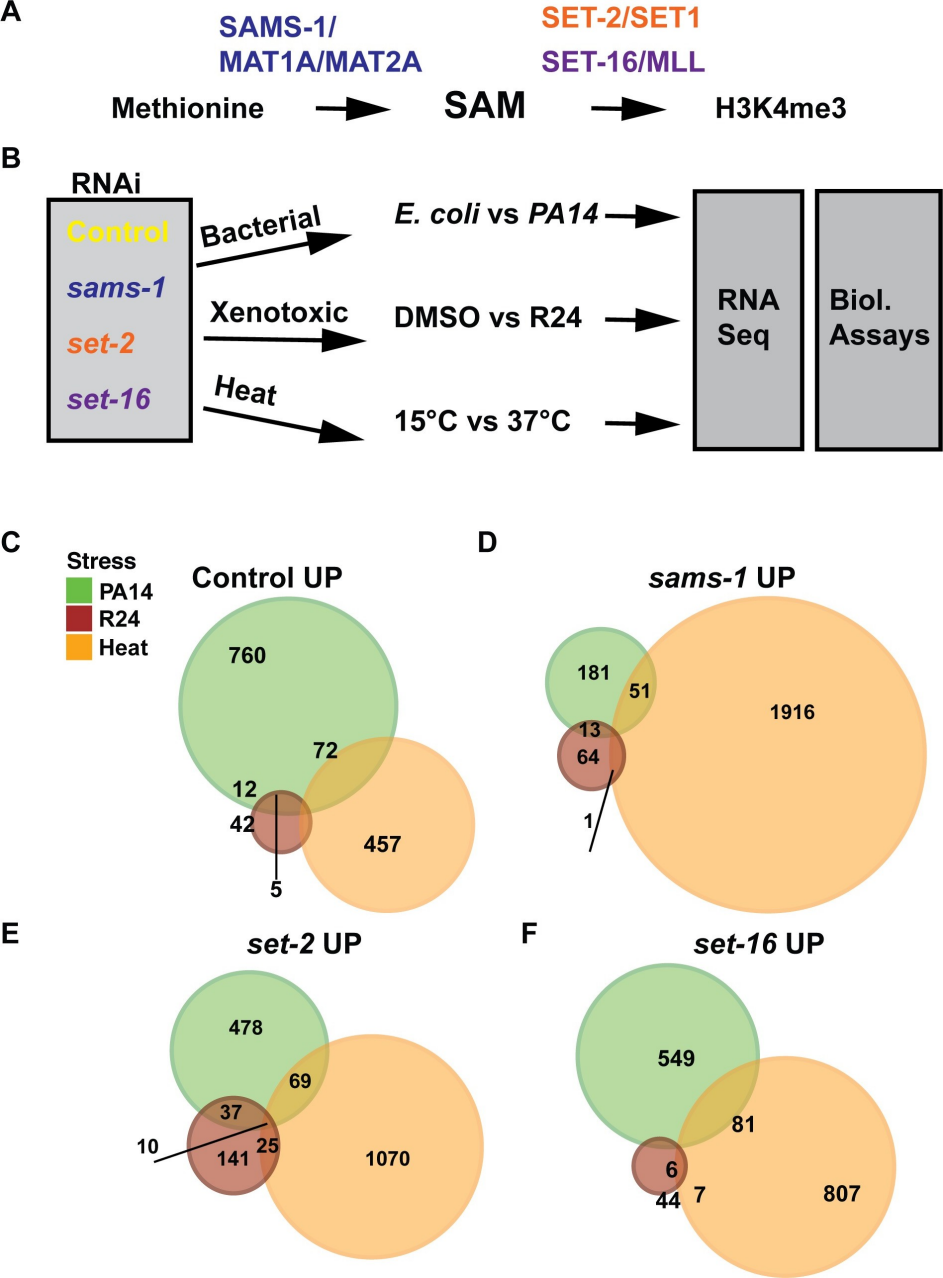
SAM plays an important role in the transcriptional response to stress. **A.** Schematic showing the metabolic link between s-adenosylmethionine (SAM) production and histone methylation **B.** Diagram of the experimental rationale comparing knockdowns of the SAM synthase *sams-1* and the H3K4 methyltransferases *set-2*/SET1 and *set-16*/MLL in the transcriptional response to three distinct stresses. Venn diagrams comparing stress responsive gene expression in control (**C**), *sams-1* (**D**) *set-2* (**E**) and *set-16* RNAi upregulated genes (**F**). Upregulated genes were defined as increased by 2 or more fold with an FDR of less than 0.01 in each of the stresses.

### Role of SAM in gene expression and H3K4 methylation in basal conditions

We first examined gene expression changes between control and *sams-1(RNAi)* in non-stressed conditions (basal). 

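RNA was sequenced from N2 animals grown on control (L4440), *sams-1*, *set-2* or *set-16* RNAi bacteria and then placed for 6 hours on *E. coli* OP50, the standard laboratory food and the basal condition here, or on *P. aeruginosa* PA14. There were 2 replicate libraries in each of the 8 groups, 16 libraries in all. The authors aligned the reads with the ws245 annotation, estimated expression with RSEM and deposited 10 tables, each with the 4 libraries of 1 comparison as values scaled for library size within that table. A row of a table is a transcript or a gene, and some genes have several rows. The normalized values were not whole reads, so log2(value + 1) was compared with the moderated test of limma, with Benjamini-Hochberg adjustment over the rows with a mean value of at least 10. A row was called changed at a difference of at least 2-fold with an adjusted p under 0.01. In the basal condition the values summed to between 25239768 and 27780235 in the control libraries and between 26074637 and 27119706 in the *sams-1(RNAi)* libraries. The median difference between the 2 libraries of a group was 0.154 (log2) for control and 0.514 for *sams-1(RNAi)*, and in simulated data with the means and spreads of this comparison 30% of changes of 1.5 (log2) and 94.7% of changes of 3 were called.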

SAM may contribute to PC production as well as to histone methylation (**S2A Fig**) and several lines of evidence from our previous study of gene allow us to distinguish indirect effects downstream of phospholipid methylation from other SAM-dependent events. 

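The target of the knockdown, *sams-1* (C49F5.1.1), had a normalized value of 9217 ± 1740 (SD, n = 2 libraries) in control animals and 2701 ± 1250 (SD, n = 2) in *sams-1(RNAi)* animals in basal conditions. This was a log2 fold change of -1.84 (standard error 0.36, adjusted p = 0.016 from limma with Benjamini-Hochberg adjustment), past the 2-fold threshold but not the adjusted p threshold of 0.01, with both knockdown libraries below both control libraries. The values do not separate the animals' own transcript from any reads of the *sams-1* RNA they were fed. Of 15480 rows tested, 744 were higher and 19 were lower after *sams-1* RNAi. The authors' deposited table of this comparison has 1874 higher and 568 lower rows at the same thresholds, which include 739 and 19 of those called here. The counts fell to 0 and 0 when limma's prior variance was not allowed to follow the mean, where the adjusted p-values of the 5 largest rises lay between 0.032 and 0.036. Quantile normalization gave 50 higher and 2 lower. Without *sams-1* replicate 1, 3244 rows were higher and 2720 lower, and the rows lower numbered 54 without *sams-1* replicate 2, 44 without control replicate 1 and 89 without control replicate 2. In these fits, as in each comparison of 2 groups below with a library left out, the lone library was assumed to vary like the pair of the other group, and the 2 control libraries differed less from each other than the 2 *sams-1* libraries. The largest called rises were in *ssp-11* (T28H11.6, log2 fold change 8.83, standard error 0.81), *arf-1.1* (F45E4.1, 8.73, standard error 0.37), *Y41C4A.11* (8.14, standard error 0.36), *clec-70* (Y46C8AL.3, 7.79, standard error 0.59) and *F57B9.3* (7.73, standard error 0.71). Their adjusted p-values in limma ran from 2.7e-04 to 0.0017. *ssp-11* and *F57B9.3* were near 0 in control animals, with mean values of 0.0579 and 0.0522, so the size of their change depends on the 1 added before the logarithm, and it ran from 6.90 to 9.92 and from 5.81 to 8.66 across the alternatives. The largest called falls were in *pud-1.2* (Y19D10B.7, -9.01, standard error 0.57), *Y51A2D.7* (-6.63, standard error 0.96), *irld-32* (F15E11.15b, -6.35, standard error 0.63), *pud-4* (F15E11.12a, -6.33, standard error 0.70) and *pud-2.1* (F15E11.1, -5.78, standard error 0.63), with adjusted p-values in limma from 9.5e-04 to 0.006. *pud-1.2* was near 0 in *sams-1(RNAi)* animals, with a mean value of 0.0586, and its fall ran from -9.93 to -7.08 across the alternatives. The fall of *Y51A2D.7* is that of 1 of its rows and was -0.67 with the rows of the gene summed. The phosphoethanolamine methyltransferase genes *pmt-1* (ZK622.3c.10) and *pmt-2* (F54D11.1.1) rose with log2 fold changes of 2.37 (standard error 0.30, adjusted p = 0.0047 in limma) and 2.21 (standard error 0.31, adjusted p = 0.0058 in limma). *sbp-1* (Y47D3B.7) rose by 1.41 (standard error 0.28, adjusted p = 0.016 in limma), short of the threshold.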

In basal conditions, several hundred genes changed by more than two-fold after *sams-1(RNAi)* (**S2B Fig, S1 Table**), with significant overlap with our previous microarray results [8]. In that study, we found that most gene expression changes were linked to methylation-dependent PC production, as they were returned to wild-type levels when PC levels were rescued by dietary choline (**S2C Fig**) [8]. Stress-responsive genes activated downstream of PC were (1) expressed at low levels (2–5 fold) and (2) expression was returned to wild-type levels by dietary choline, which rescued PC levels [8]. This is in contrast to activation of bacterial stress-responsive genes by *P*. *aeruginosa*, which was dynamic (up to 250 fold) and not responsive to choline [8]. Our observation that *P*. *aeruginosa*-responsive gene expression also depended on H3K4 methyltransferases suggests that stress responsive transcription might have a distinct requirement for SAM and H3K4 methyltransferases than in basal conditions. Finally, decreases in H3K4me3 in *C*. *elegans* intestinal nuclei were not rescued when choline returned PC to wild type levels, suggesting that SAM-dependent decreases in this histone methylation mark are not linked to indirect effects from PC.

Both H3K4 methylation and PC production are significant consumers of SAM [3] (**S2A Fig**). Recently Ye, et al. show that H3K4 tri-methylation can increase in *Saccharomyces cerevisiae* when PC production is blocked and SAM levels increase [10]. In agreement with these findings, we also observed that global H3K4me3 levels increase when the PC-producing methyltransferases *pmt-2* was knocked down (**S2D Fig**). Thus, in basal conditions, gene expression changes to compensate for decreases in PC are the predominant effect of *sams-1* loss, with negligible effects due to other methylation pathways. Finally, modified H3K4 may exist in several methylation states [13]. Using immunostaining with antibodies to H3K4me1 and H3K4me2, we found that levels did not decrease as they had with H3K4me3 (**S2E Fig**; [8]), suggesting that the trimethylated state is most sensitive to SAM levels in adult *C*. *elegans* intestine.

### SAM is important for the transcriptional response to a bacterial stress

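The response to *P. aeruginosa* was measured within each RNAi group, between its 2 libraries on *E. coli* OP50 and its 2 libraries on *P. aeruginosa* PA14, which the authors had scaled together in 1 table. The values of the PA14 libraries summed to between 25028251 and 27812956. The test and the thresholds were those of the basal comparison. Whether a response differed between an RNAi group and control animals was tested as an interaction term on the 8 libraries of both groups, in which a scaling factor shared by 1 table cancels. Sets of genes were tested on that difference with the rotation test fry of limma, with Benjamini-Hochberg adjustment over 12 set tests, namely 4 sets in each of 3 RNAi groups. The median standard deviation of a row between replicates (log2) was 0.184 in control, 0.393 in *sams-1*, 0.263 in *set-2* and 0.250 in *set-16* RNAi animals. With these spreads, 84%, 0%, 72.6% and 61% of simulated changes of 1.5 (log2) were called in the 4 groups in that order, and 99.4%, 77.6%, 97.2% and 92.6% of changes of 3. On *P. aeruginosa* the RNA of the target was not lower in the *sams-1* libraries than in control. In the libraries labelled *sams-1(RNAi)* on PA14, *sams-1* had a normalized value of 3500 ± 1390 (SD, n = 2), above the 1248 ± 22 (SD, n = 2) of control animals on PA14, a log2 fold change of 1.43 (standard error 0.27, adjusted p = 0.014 from limma). However, *sams-1* itself fell on PA14 in control animals (log2 fold change -2.86), and reads of the fed RNA were not separable. An exchange of labels is argued against, since 98.3% of the rows called higher after *sams-1* RNAi on OP50 were higher on PA14 too.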

Next, we compared gene expression patterns in control, *sams-1*, *set-2* and *set-16* RNAi animals during *P*. *aeruginosa* exposure. 

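On *P. aeruginosa*, 576 of 14308 rows were at least 2-fold higher and 85 at least 2-fold lower in control animals at an adjusted p under 0.01. The authors' deposited table of this comparison has 773 higher and 140 lower rows at these thresholds, and 555 and 84 rows were called in both. limma called 0 rows higher and 0 lower when its prior variance did not follow the mean, while with that trend 1241 rows were higher and 247 lower at an unadjusted p under 0.05. Without PA14 replicate 1 the rows higher numbered 240, and without PA14 replicate 2 they numbered 211. The rows lower numbered 54 without OP50 replicate 1, 56 without PA14 replicate 1 and 41 without PA14 replicate 2. The largest called rises were in *C32H11.9* (log2 fold change 11.15, standard error 0.32, adjusted p = 5.4e-05 in limma), *pgp-7* (T21E8.2, 8.36, standard error 0.90, adjusted p = 0.0027), *F49H6.13* (7.32, standard error 0.48, adjusted p = 4.5e-04), *irg-1* (C07G3.2, 6.72, standard error 0.38, adjusted p = 2.7e-04) and *T24A6.7* (6.67, standard error 0.68, adjusted p = 0.0023). *irg-1* rose from a normalized value of 17.5 ± 4.37 (SD, n = 2) to 2059 ± 1050 (SD, n = 2). *C32H11.9*, *F49H6.13* and *T24A6.7* had mean values under 1 on OP50 and *pgp-7* was listed at 0 in 1 of the 2 libraries, so the size of their change depends on the 1 added before the logarithm. For *C32H11.9* it ran from 9.21 to 12.09 across the alternatives. The largest called falls were in *C01B10.4* (row C01B10.4b, -5.69, standard error 0.58, adjusted p = 0.0022 in limma), *srh-237* (T05E12.7b, -5.32, standard error 0.60, adjusted p = 0.0031), *C35A5.3* (-4.74, standard error 0.24, adjusted p = 2.2e-04), *acdh-2* (C17C3.12c.2, -4.55, standard error 0.42, adjusted p = 0.0015) and *Y48E1B.8* (-4.38, standard error 0.54, adjusted p = 0.0044). *C01B10.4* and *srh-237* were near 0 on *P. aeruginosa*, and the fall of *C01B10.4* is that of 1 row: the change was 0.81 with the rows of the gene summed.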

Control animals upregulated 651 genes more than two-fold in response to the bacterial stress (**Fig 2A and 2B, S2 Table**) with a high concordance to previous studies that identified *P*. *aeruginosa*-response genes [28, 29] (**S2 Table**). 

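The 576 rows called higher on *P. aeruginosa* in control animals had a median log2 fold change of 2.00 there. The same rows had a median of 0.97 in *sams-1(RNAi)*, 1.70 in *set-2(RNAi)* and 1.83 in *set-16(RNAi)* animals, each from a table scaled separately. The median difference from control was -1 in *sams-1(RNAi)* animals, where 523 of the rows (90.8%) rose less than in control (adjusted p = 0.0104 by fry in limma). It was -0.28 in *set-2(RNAi)* animals (467 rows, 81.1%, adjusted p = 0.481 by fry in limma) and -0.17 in *set-16(RNAi)* animals (372 rows, 64.6%, adjusted p = 0.606 by fry in limma). Because the rows were chosen on the control libraries, draws with no true difference between the groups gave a median of -0.09, -0.10 and -0.09 in the same order, from -0.15 to -0.06, from -0.13 to -0.06 and from -0.13 to -0.06. The observed values lay outside these draws in all 3 groups, but the draws let each row vary on its own, which rows of the same libraries do not. The fry test allows for that, but not for the choice of the rows on the control libraries. Quantile normalization moved the *sams-1* difference most among the choices of processing, to -0.86. Under each alternative the set was the rows called higher in control animals in that fit, so without a control library it held other rows. With 1 library left out in turn, the *sams-1* difference ran from -1.41 without control PA14 replicate 1 to -0.88 without *sams-1* OP50 replicate 2. In *set-2* it ran from -0.51 to -0.07 and in *set-16* from -0.42 to 0.07, each between the fits without OP50 replicate 1 and without OP50 replicate 2 of that group, so its direction was not stable in *set-16*. With a preset correlation between genes of 0.01, camera also put *set-2* and *set-16* past an unadjusted p of 0.05, whereas under fry and under camera with an estimated correlation the call held in *sams-1* alone. Of the 576 rows, those at least 2-fold higher in the RNAi animals whatever their p-value numbered 278 (48.3%) in *sams-1*, 487 (84.5%) in *set-2* and 489 (84.9%) in *set-16*.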

Heat maps comparing genes upregulated more than 2-fold with an FDR of < 0.01 show lower induction after *sams-1* RNAi, with intermediate effects after *set-2* or *set-16* knockdown (**Fig 2A**). Focusing on the top 20 expressed genes in control animals, we find a significant reduction in expression (**Fig 2B**) and finally, we find that few genes outside the pathogen response are induced after *sams-1* RNAi (**Fig 2C**). 

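The 20 genes printed in Fig 2B had a median log2 fold change on *P. aeruginosa* of 5.80 in control animals and of 4.01 in *sams-1(RNAi)* animals. The gene printed there as *oac-23* was taken as *oac-32* (F52F10.4), which S2 Table lists in the plotted place. All 20 rose less in *sams-1(RNAi)* animals, with a median difference of -2.09 (adjusted p = 0.0104 by fry in limma; exact 2-sided Kolmogorov-Smirnov test on the 20 values against 20, p = 1.4e-07). The 20 values are not independent samples, and the smallest p the exact test can give here is 1.45e-11. The difference was -1.25 after quantile normalization, the alternative that moved it most, and lay between -2.56 and -1.77 with each library left out. Single genes differed widely. For *irg-3* (F53E10.4) the difference was -0.13 (standard error 0.36, adjusted p = 1 in limma), for *oac-32* -0.42 (standard error 0.49, adjusted p = 1) and for *cpr-3* (T10H4.12) -2.75 (standard error 0.27, adjusted p = 0.020). In *sams-1(RNAi)* animals limma called 0 of 15835 rows higher and 0 lower on *P. aeruginosa* at an adjusted p under 0.01. With the replicate number as a block, which takes out what the 2 foods share within a replicate, it called 574 higher and 230 lower, and 322 and 48 of these were also called in control animals in such a fit. At an unadjusted p under 0.05, 514 rows were at least 2-fold higher and 174 lower, and at an adjusted p under 0.1, 69 and 7. Of the 69, 63 were also higher in control animals at that threshold. The authors' deposited table has 181 higher and 58 lower rows, and 160 of the 181 are higher in the authors' control table too. Without OP50 replicate 1, OP50 replicate 2, PA14 replicate 1 or PA14 replicate 2 of *sams-1(RNAi)*, limma called 127, 191, 55 and 66 rows higher and 47, 36, 12 and 21 lower. 

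**Figure D1:**
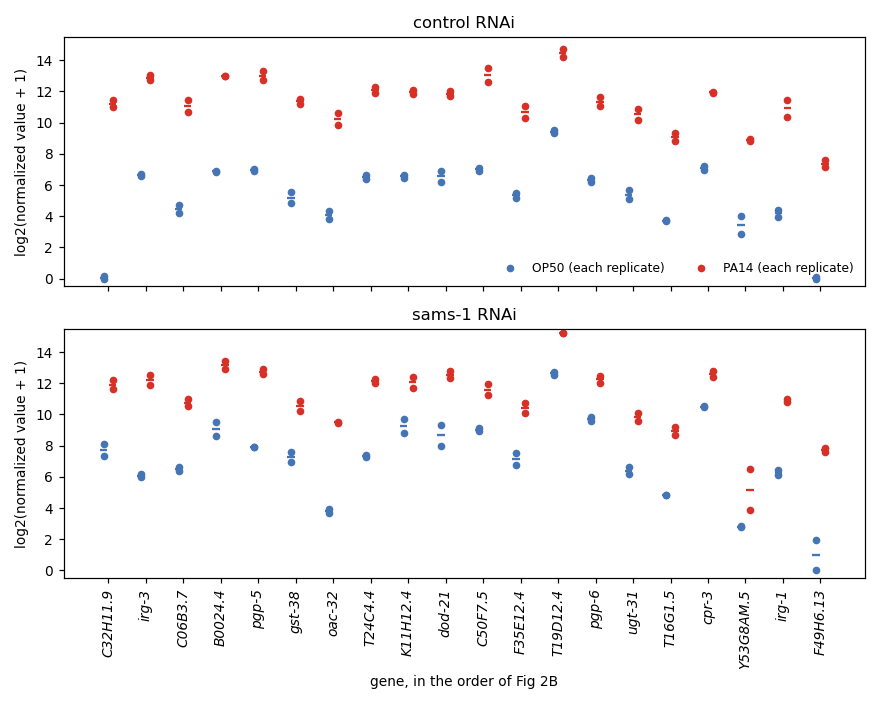
Log2 of the normalized value plus 1 of the 20 genes of Fig 2B in control RNAi (top) and *sams-1* RNAi animals (bottom), with the genes on the horizontal axis. Points are the 2 replicates on *E. coli* OP50 (blue) or *P. aeruginosa* PA14 (red), short bars are their means, and the 2 panels come from tables scaled separately. The mean on PA14 is above the mean on OP50 for every gene in both panels, by 5.80 in the median gene of control animals and by 4.01 in that of *sams-1* RNAi animals.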

The transcriptional response to *P*. *aeruginosa* also includes downregulation of a small subset of genes [28]. Comparisons between control and *sams-1(RNAi)* gene expression patterns show that a proportion of the top 20 downregulated genes in control animals fail to decrease after *sams-1* RNAi (**S3A Fig**) and that only about 5 percent of these genes overlap (**S3B Fig**). Thus, this whole genome data confirms our analysis of selected *P*. *aeruginosa*-responsive genes [8] and shows that SAM is essential for the broad transcriptional changes occurring during stress caused by a pathogenic bacteria, reducing both total numbers of regulated genes and their magnitude.

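The 85 rows called lower on *P. aeruginosa* in control animals had a median log2 fold change of -2.33 there and of -0.97 in *sams-1(RNAi)* animals. In 80 of them (94.1%) the fall was smaller in *sams-1(RNAi)* animals, by 1.03 in the median row, but the set test did not pass after adjustment (adjusted p = 0.0527 by fry in limma, unadjusted fry p of 0.0263). The unadjusted p was 0.072 with 1 replicate block for both groups and 0.009 with a block within each group, with a median difference of 1.05 in both. It also was above 0.05 without control OP50 replicate 1 (difference 1.09), control OP50 replicate 2 (1.18), *sams-1* OP50 replicate 1 (0.89) or *sams-1* PA14 replicate 2 (0.91). With each library left out in turn, the median difference ran from 0.89 without *sams-1* OP50 replicate 1 to 1.87 without control PA14 replicate 1. Without a control library, these differences were over the rows called lower in control animals in that fit. Among the 85 rows, 75 were lower on *P. aeruginosa* in *sams-1(RNAi)* animals too, and 40 (47.1%) were at least 2-fold lower whatever their p-value. The 20 rows with the largest fall in control animals had a median of -3.81 there and of -1.62 in *sams-1(RNAi)* animals, and all 20 fell less, with a median difference of 2.32 (adjusted p = 0.0104 by fry in limma). No row was called lower in both groups, since limma called 0 rows lower in *sams-1(RNAi)* animals. The authors' deposited tables have 21 rows lower in both. Without OP50 replicate 1, OP50 replicate 2, PA14 replicate 1 or PA14 replicate 2 of *sams-1(RNAi)*, the rows lower in both groups numbered 15, 9, 3 and 9, and with the replicate number as a block 48.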

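The response of single rows was compared directly between *sams-1(RNAi)* and control animals. A lower log2 fold change in RNAi animals is a smaller rise or a larger fall, and a higher one a larger rise or a smaller fall. Of 15145 rows tested, limma called 1 lower and 0 higher in *sams-1(RNAi)* animals, and at an unadjusted p under 0.05 there were 569 lower and 116 higher by at least 2-fold. At an adjusted p under 0.1 there were 94 and 18, of which 81 and 11 had the smaller response in size in *sams-1(RNAi)* animals. The row called was *C32H11.9*, with a difference of -6.96 (standard error 0.48, adjusted p = 0.0099 in limma). The rows called lower numbered 0 when any 1 of the 4 control libraries or of the 2 *sams-1* libraries on PA14 was left out. Without *sams-1* OP50 replicate 1, 1 row was called higher. With 1 replicate block for both groups 5 rows were called lower and 1 higher, and with a replicate block within each group, a fit chosen after the values were seen, 195 and 42. *C32H11.9* was at 0.105 and 0 in control animals on OP50, at 161 and 275 in *sams-1(RNAi)* animals on OP50, and on PA14 at 2028 and 2817 in control and 3186 and 4672 in *sams-1(RNAi)* animals. The levels on each food were compared in the tables that hold control and *sams-1(RNAi)* animals together. On OP50, 530 of the 564 tested rows of the control response were higher in *sams-1(RNAi)* than in control animals, by 1.72 (log2) in the median row, and on PA14 457 of 576 were higher, by 0.55. Of the 20 genes of Fig 2B, 16 of the 18 tested were higher on OP50, by 2.07 in the median gene, and 9 of 20 were higher on PA14, where the median difference was -0.11. These levels were compared in the authors' scaling alone. Quantile normalization moved the median over all rows by -0.345 on OP50 and by -0.175 on PA14. A different stage of the animals was not excluded either, with the sperm protein genes higher in *sams-1(RNAi)* animals on OP50 by a median of 4.66. Whatever their p-value, 867 rows at least doubled on *P. aeruginosa* in *sams-1(RNAi)* animals and 1395 in control animals. From the smaller number of genes that respond and the smaller size of their response after *sams-1* RNAi, the paper concludes that SAM is essential for the transcriptional response to *P. aeruginosa*.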

**Fig 2:**
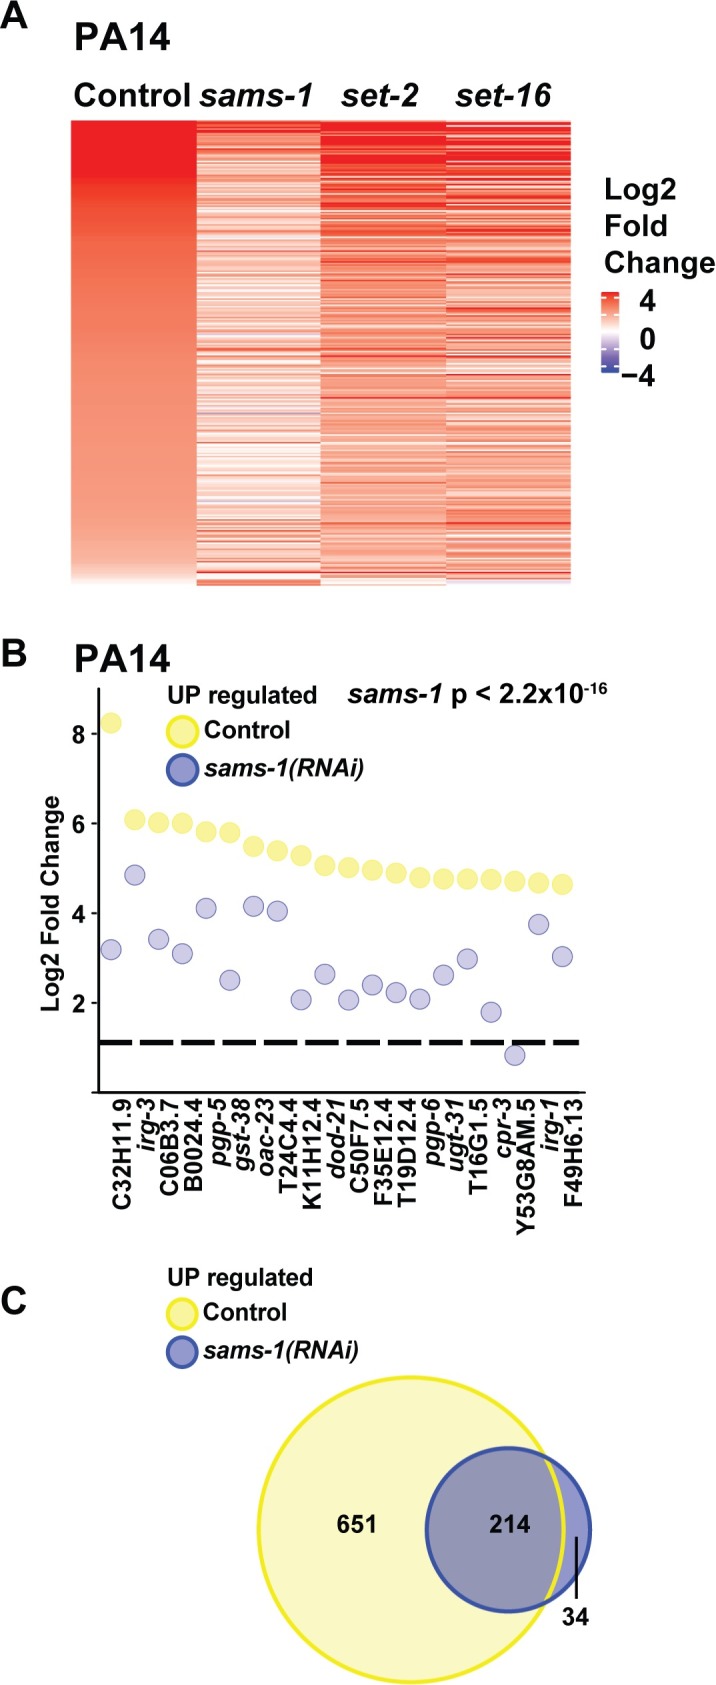
Transcriptional response to *P*. *aeruginosa* requires *sams-1*. (**A**) Heat map showing genes upregulated by more than 2-fold with an FDR of less than 0.01 in *C*. *elegans* exposed to *P*. *aeruginosa*. (**B**) Strip-plot comparing the top 20 genes upregulated in control vs. *sams-1(RNAi)* animals exposed to *P*. *aeruginosa*. The dotted line is placed at one on the Y-axis. Statistical significance calculated by KS value. (**C**) Venn Diagram comparing the overlap between genes upregulated more than 2-fold in control vs. *sams-1(RNAi)* animals exposed to *P*. *aeruginosa*.

### Transcriptional responses and survival upon xenobiotic challenge are diminished in low SAM

To determine how *sams-1* RNAi animals respond to a distinct stress, we treated control and *sams-1* RNAi animals with R24, a xenotoxic agent that induces both detoxification and innate immune defenses [25–27]. R24 was originally identified in a screen of 37,200 small molecules that utilized *C*. *elegans* as a heterologous host to identify new anti-infective compounds[30]. Interestingly, R24 protects nematodes from bacterial infection by boosting the transcription of innate immune defenses [26, 27]. This molecule is also toxic to worms growing under normal laboratory conditions. Exposure to R24 strongly activates the transcription of cytochrome P450 and other detoxification genes, it shortens nematode lifespan and delays worm development [26, 27]. We used R24 as a tool to compare gene expression changes in animals with low amounts of SAM. RNA-seq was performed on control and *sams-1(RNAi)* after treatment with R24. A set of genes was significantly upregulated by R24 in wild-type animals, which was consistent with published results [25–27]. Importantly, the induction of genes by R24 was significantly attenuated in *sams-1(RNAi)* animals (**Fig 3A, S3 Table**). The 20 most highly induced genes after R24 treatment included multiple cytochrome p450s as well as previously identified pathogen response genes (**Fig 3B**) [27]. Strip plots comparing levels in control and *sams-1(RNAi)* animals show that each gene was markedly decreased (**Fig 3B**). We also found that most of the genes induced in *sams-1* animals were part of the response to R24 in control animals (**Fig 3C**). R24 also induces the downregulation of a limited subset of genes [27]. Comparison between genes downregulated in control animal or after *sams-1* RNAi shows that *sams-1* RNAi also limits this downregulation (**S3C and S3D Fig**). Thus, low SAM attenuates the transcriptional response to a xenotoxic agent, just as it does to bacterial stress-responsive gene expression induced by *P*. *aeruginosa*.

**Fig 3:**
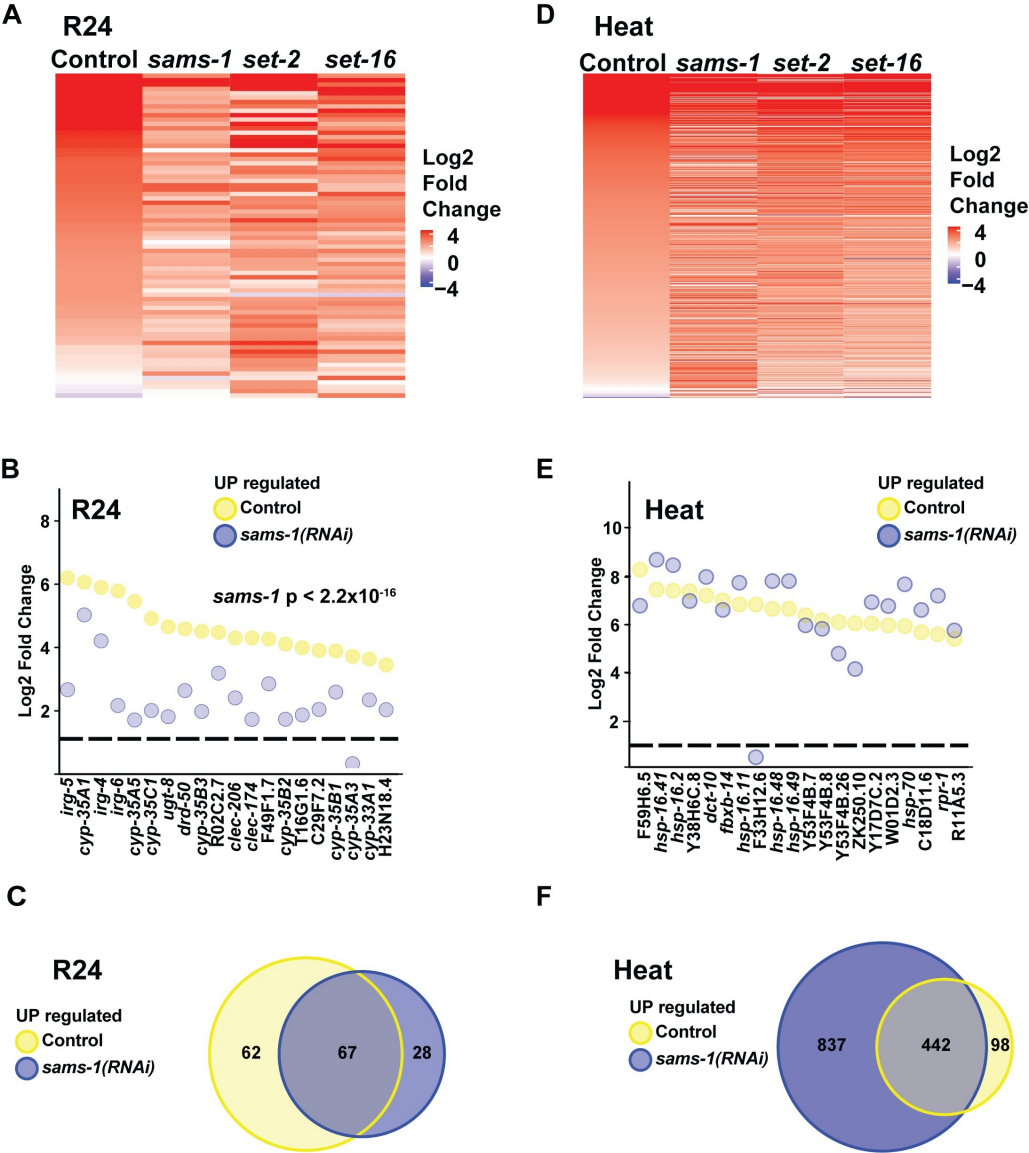
Differential transcriptional responses to a xenotoxic stress and heat stress after *sams-1(RNAi)*. (**A**) Heat map showing genes upregulated by more than 2-fold with an FDR of less than 0.01 in *C*. *elegans* exposed to R24. **(B)** Strip plots showing that the top 20 genes upregulated in controls in response to R24 decreased are in *sams-1(RNAi)* animals. (**C**) Venn diagrams show that the majority of genes upregulated more than two-fold in *sams-1* animals in response to R24 are also upregulated in controls. (**D**) Heat map showing genes upregulated by more than 2-fold with an FDR of less than 0.01 in *C*. *elegans* exposed to heat. (**E**) Strip-plot shows that the top 20 genes expressed after heat shock are upregulated similarly in control and *sams-1(RNAi)* animals. (**F**) Venn Diagram comparing gene sets regulated after heat stress shows many ectopic genes upregulated in *sams-1(RNAi)* animals.

### Heat shock transcriptional response occurs independently of SAM

Transcriptional response to bacteria or xenotoxic agents are predicted to follow a classic signal transduction pathway where the extracellular stimulus activates a cellular signaling pathway linked to individual transcription factors and upregulation of stress-specific gene expression [31]. However, other stress-responsive genes expression, such as the heat shock genes, are regulated differently. RNA Pol II is paused at promoters of many heat shock genes and released into its elongating form in response to heat [32]. To determine if low SAM had the same effects on heat shock-dependent transcription as the bacterial or xenotoxic stress, we performed whole genome RNA sequencing on control, *sams-1*, *set-2* and *set-16* RNAi animals exposed to 37°C for one hour. We found that heat-shock genes such as *hsp-16*.*41*, *hsp-16*.*2*, *hsp-16-11*, *hsp-16*.*48*, *hsp-16*.*49* and *hsp-70* were strongly induced in control animals in these conditions (**Fig 3D–3F, S4 Table**).

In contrast to the bacterial or xenotoxic stress responses, comparison of control and *sams-1* patterns for genes induced at least 2-fold shows similar patterns (**Fig 3D**), suggesting that reduced SAM availability does not compromise the activation of heat-stress induced genes. Strip plots comparing expression of the top 20 genes activated in control animals compared to *sams-1* shows that most of the highly expressed genes are similarly or more highly expressed after *sams-1* RNAi (**Fig 3E**). Finally, Venn diagrams confirm that the genes upregulated after heat shock in controls are also upregulated in *sams-1* animals and that many genes ectopic to the heat shock response also increase (**Fig 3F**), suggesting that additional gene expression are activated in *sams-1* animals under heat stress. Control animals downregulated approximately 300 genes after heat shock; strikingly, nearly 2000 genes decreased in parallel *sams-1* RNAi animals (**S3E and S3F Fig**). Thus, while expression of heat shock genes seems to occur independently of SAM, other genes outside this classical response dramatically increase or decrease during heat shock in low SAM.

### Differential attenuation of stress-responses after knockdown of the H3K4 methyltransferases *set-2*

Histone methyltransferases use SAM to modify specific histone residues, modifying the chromatin environment to provide distinct gene regulatory states. Yeast contain a single H3K4 HMT, which provides mono, di and trimethylated states [12] and functions within the COMPASS HMT complex. Mammals encode 7 H3K4 HMTs that have different specificity for methylation states [12]. However, the non-redundant biological functions have been difficult to discern. *C*. *elegans* contains 3 H3K4 HMTs that affect H4K4me3, *set-2*/SET1, *set-16*/MLL and *ash-2*/THX. These HMTs affect embryonic and germline development [17, 18] and transgenerational inheritance through the germline [20, 22]. In our previous studies, we investigated the roles of *set-2*/SET1 and *set-16*/MLL in the adult *C*. *elegans* intestine, which is a critical tissue in the pathogen response [33]. Because H3K4me3 has been associated with dynamically transcribed genes and our previous results showing an increase in H3K4 tri-methylation at promoters of selected *P*. *aeruginosa* responsive genes during infection [8], we sought to determine if *set-2*/SET1 or *set-16*/MLL were downstream of SAM-dependent responses during the stress response. 

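The RNA of both targets was lower in non-stressed animals, although not past the thresholds. *set-2* (C26E6.9b) had a normalized value of 3595 ± 583 (SD, n = 2) in control and 1852 ± 582 (SD, n = 2) in *set-2(RNAi)* animals, a log2 fold change of -0.98 (standard error 0.25, adjusted p = 1 in limma). *set-16* (T12D8.1) had 3744 ± 632 (SD, n = 2) in control and 2533 ± 444 (SD, n = 2) in *set-16(RNAi)* animals, a log2 fold change of -0.56 (standard error 0.17, adjusted p = 0.41 in limma). On *P. aeruginosa* the changes were -0.81 for *set-2* (standard error 0.13, adjusted p = 0.73 in limma) and -0.57 for *set-16* (standard error 0.08, adjusted p = 0.09 in limma). On each food the 2 knockdown libraries lay below the 2 control libraries. After *set-2* RNAi in non-stressed conditions, limma called 0 of 14157 rows higher and 0 lower, and at an unadjusted p under 0.05 there were 32 higher and 37 lower by at least 2-fold, with a smallest adjusted p of 0.491. The authors' deposited table has 1 higher and 0 lower. After *set-16* RNAi, limma called 0 of 14236 rows higher and 0 lower, against 247 and 393 at an unadjusted p under 0.05, with a smallest adjusted p of 0.0216. The authors' deposited table has 28 higher and 30 lower. Without control replicate 2 there was 1 row higher after *set-2* RNAi, and without *set-2* replicate 1 there were 4 higher and 1 lower. Without *set-16* replicate 1, 80 rows were higher and 15 lower after *set-16* RNAi, and without *set-16* replicate 2, 7 were lower.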

Neither *set-2* or *set-16* RNAi significantly affected gene expression in non-stressed conditions (**S4A and S4B Fig, S1 Table**). In parallel with *sams-1(RNAi)* RNA experiments (**Figs 1 and 2**), we exposed *set-2(RNAi)* animals to *P*. *aeruginosa*, the xenotoxic agent R24 or heat stress, extracted RNA and performed RNA-sequencing. Unbiased hierarchical clustering analysis of all genes significantly upregulated by any of these stresses showed that *set-2* and *set-16* RNAi grouped within each stress, suggesting similar overall gene expression patterns (**Fig 2A**). Next, we used the same computational tools as in the *sams-1* analysis to compare expression patterns of *P*. *aeruginosa* response genes after *set-2* RNAi.

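On *P. aeruginosa*, 197 of 14498 rows were called higher in *set-2(RNAi)* animals. The authors' deposited table of this comparison has 497 higher rows, which include all 197. The count was 0 when limma's prior variance did not follow the mean, while with that trend 938 rows were higher at an unadjusted p under 0.05. It also moved with the libraries, and was 414 without OP50 replicate 1, 547 without OP50 replicate 2, 46 without PA14 replicate 1 and 8 without PA14 replicate 2. Quantile normalization gave 104. The largest called rises were in *pgp-7* (log2 fold change 7.84, standard error 0.49), *K08D8.4* (row K08D8.4e, 7.66, standard error 0.65), *Y17D7B.3* (7.58, standard error 0.68), *Y51B9A.8* (6.90, standard error 0.64) and *C06B3.7* (6.90, standard error 0.39), with adjusted p-values in limma from 6.5e-04 to 0.0024. *K08D8.4*, *Y17D7B.3* and *Y51B9A.8* had values under 1 in 1 or both libraries on OP50, so the size of their change depends on the 1 added before the logarithm: it ran from 6.26 to 8.41 for *Y17D7B.3* and from 5.01 to 7.81 for *Y51B9A.8* across the alternatives. With the rows of *K08D8.4* summed its rise was 3.16.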

Interestingly, although heat maps show that activation of bacterial-stress responsive genes are diminished after *set-2* RNAi, the effect is less severe than in *sams-1(RNAi)* animals (**Fig 2A**). Direct comparison of the 20 most highly expressed genes shows reduced expression of several genes in *set-2* animals, in line with an intermediate effect between controls and *sams-1* (**Figs 2A and 4A**) and Venn diagrams show the *P*. *aeruginosa*-responsive genes in *set-2* animals were primarily included in the control response **(Fig 4B**). 

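In *set-2(RNAi)* animals the 20 genes of Fig 2B had a median log2 fold change on *P. aeruginosa* of 5.70. Of these, 15 rose less than in control animals, by at least 1 (log2) in 3, and the median difference was -0.25 (adjusted p = 0.557 by fry in limma; exact 2-sided Kolmogorov-Smirnov test, p = 0.175). The 20 largest rises in draws with no true difference also gave a median of -0.25, from -0.90 to 0.15. These were ranked by the rise in the values, while the genes of Fig 2B follow the order of the authors' deposited fold changes. The draws are thus not matched to that choice. The difference was -0.75 without *set-2* OP50 replicate 1 and changed direction, to 0.14, without *set-2* OP50 replicate 2. It also was -0.40 and -0.01 when the genes were ranked on 1 pair of control libraries and measured in the other. The largest difference was in *C32H11.9*, which rose by 5.75 (standard error 0.55, adjusted p = 0.0027 in limma) from values of 26.8 and 103 on OP50. Of the 197 rows called higher in *set-2(RNAi)* animals, 188 (95.4%) were called in control animals too and 9 were not, with 576 rows called in control among the 14117 tested in both (Fisher's exact test, 1-sided p = 8.7e-263). Of the 9, all but 1 were higher in control animals too, since 196 of the 197 rose in control and 195 rose at least 2-fold. The share rests on few rows where libraries are left out: 36 rows were called in both without *set-2* PA14 replicate 1 and 8 without *set-2* PA14 replicate 2, against 309 and 440 without OP50 replicates 1 and 2, and 121 without control PA14 replicate 2.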

Analysis of the genes two-fold downregulated in control animals shows that most of the genes were reduced at similar levels after *set-2* RNAi and were part of the same transcriptional response (**S4A and S4B Fig**). 

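The 85 rows called lower in control animals had a median log2 fold change on *P. aeruginosa* of -1.99 in *set-2(RNAi)* animals. The median difference from control was 0.30, and 62 of the rows fell less (adjusted p = 0.201 by fry in limma, unadjusted p = 0.034 by camera with an estimated correlation). Draws with no true difference, in which each row varied on its own, gave 0.13, from 0.04 to 0.25. With a control library left out, the set was the rows called lower in control animals in that fit. The unadjusted fry p passed 0.05 without control PA14 replicate 1 (difference 0.73) or control PA14 replicate 2 (0.34). In *set-2(RNAi)* animals 84 of the 85 rows were lower on *P. aeruginosa* and 76 (89.4%) were at least 2-fold lower whatever their p-value. limma called 23 rows lower, 20 of them (87%) also in control animals, and the authors' deposited tables have 105 and 89. Neither count was above 0 without the trend of the variance with the mean, while with it 192 rows were lower at an unadjusted p under 0.05. The rows lower in both groups numbered 39 and 42 without *set-2* OP50 replicates 1 and 2, and 4 and 3 without *set-2* PA14 replicates 1 and 2. Among the largest called falls, *C35A5.3* had a log2 fold change of -4.41 (standard error 0.39, adjusted p = 0.0021 in limma) and *folt-2* (F37B4.7) of -3.83 (standard error 0.17, adjusted p = 4.1e-04 in limma). The largest, of -7.64, was in 1 row of *rpl-1* (Y71F9AL.13c), and the change was -0.25 with the rows of *rpl-1* summed.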

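No row responded differently to *P. aeruginosa* in *set-2(RNAi)* than in control animals in limma, with a lower log2 fold change in 0 of 14426 rows and a higher one in 0, a smallest adjusted p of 1, and 54 lower and 38 higher at an unadjusted p under 0.05. Without *set-2* OP50 replicate 1, 2 rows were called lower. On *P. aeruginosa* itself limma called 0 rows higher and 0 lower in *set-2(RNAi)* than in control animals, against 60 and 72 at an unadjusted p under 0.05, and the authors' deposited table has 0 of each. Without control PA14 replicate 2 there were 5 higher and 4 lower, and without *set-2* PA14 replicate 2, 1 lower. With the replicate number as a block there were 49 higher and 16 lower, in a fit with 1 residual degree of freedom and 11.5 of the prior. The rows of the control response had a median difference of 0.03 (log2) on OP50 and of -0.19 on PA14 between *set-2(RNAi)* and control animals.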

Taken together, this data suggests that *set-2* RNAi mediates part of the response to *P*. *aeruginosa* in low SAM.

**Fig 4:**
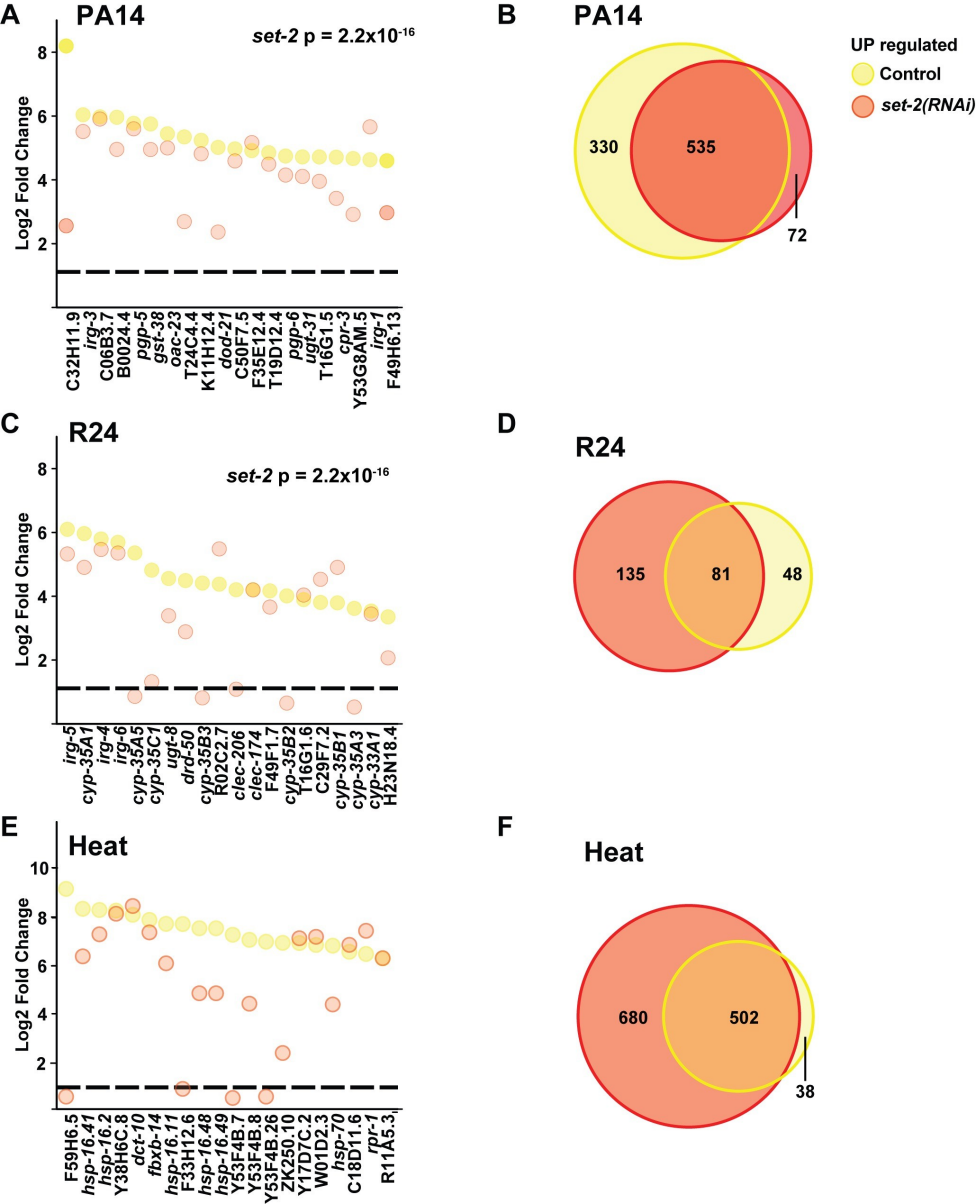
Differential transcriptional responses to a bacterial, xenotoxic and heat stress after *set-2(RNAi)*. (**A**) Strip plots show that many of the top 20 genes upregulated in response to *P*. *aeruginosa* are reduced after *set-2* RNAi. KS calculations were used to determine significance. (**B**) Venn diagrams show that the majority of genes upregulated after *set-2(RNAi)* in response to *P*. *aeruginosa* were also upregulated in controls. (**C**) Strip-plot shows that many of the top 20 genes induced by R24 in control animals are reduced after *set-2* RNAi. (**D**) Venn diagram shows that *set-2(RNAi)* animals induce many genes outside the response to R24 seen in control animals. (**E**) Strip plots demonstrate that most of the top 20 genes induced in response to heat are expressed at similar levels in *set-2* RNAi animals. (**F**) Venn diagrams show that many the majority of genes induced more than 2-fold in control animals are also upregulated after heat stress in *set-2* RNAi animals and that expression of many additional genes also increases. RNA for sequencing was isolated from control, *sams-1*, *set-2* and *set-16* RNAi as a set for each stress. Therefore, control genes in A-F are the same as in Fig 1 for *P*. *aeruginosa* and Fig 2 for R24 and heat.

Low SAM decreased the ability of *C*. *elegans* to respond transcriptionally to xenobiotic R24 (**Fig 3A–3C**). Interestingly, knockdown of *set-2* mirrored *sams-1* RNAi in some respects, but not others. Like *sams-1*, heat maps show that *set-2* RNAi limited the number of genes upregulated by more than two-fold (**Fig 3A, S3 Table**). As with the response to *P*. *aeruginosa*, *set-2* RNAi animals show reductions in several of the top 20 R24-induced genes and have diminished genome-wide expression of R24 response genes (**Fig 4C**). However, a set of 135 genes were induced in response to R24 in *set-2* RNAi animals that were not upregulated in control samples (**Fig 4D**), suggesting deregulation or expansion of the transcriptional response.

Next, we examined the response to heat stress after *set-2* RNAi and found similarities with the *sams-1* response. First, many genes induced more than twofold are similar in *set-2* RNAi and controls (**Fig 3D, S4 Table**). Second, although most of the top 20 genes upregulated in control animals were expressed after *set-2* RNAi at near normal levels (**Fig 4F**). Strikingly, many genes ectopic to the control response were induced after *set-2* RNAi (**Fig 4G**). As in the upregulated gene sets, the downregulated genes in control animals in response to heat also decreased after *set-2* RNAi. However, a large number of genes not downregulated in controls also decreased (**S5E and S5F Fig**). Thus, *set-2* appear to be important for full response to *P*. *aeruginosa* or R24, but dispensable for genes induced by heat in control animals. Interestingly, knockdown of this H3K4 methyltransferase appears to deregulate or expand the stress response to both R24 and heat.

### Differential attenuation of stress-responses after knockdown of the H3K4 methyltransferases *set-16*

Like *set-2*/SET1, *set-16*/MLL is important for H3K4me3 in the *C*. *elegans* intestine [8]. In addition, we identified a critical role for *set-16* in mediating *P*. *aeruginosa*-responsive gene regulation in our previous studies [8]. Therefore, we also compared bacterial, xenotoxic and heat stress induction in knockdown of *set-16* to *set-2* and *sams-1*. 

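On *P. aeruginosa*, 90 of 14256 rows were called higher in *set-16(RNAi)* animals, all of them among the 523 that the authors' deposited table has at the same thresholds. The count was 0 when limma's prior variance did not follow the mean, while with that trend 970 rows were higher at an unadjusted p under 0.05, and 39 with the replicate number as a block. It was 272 without OP50 replicate 1 and 416 without OP50 replicate 2, and 0 without either PA14 replicate. Quantile normalization gave 59. The largest called rises were in *cng-1* (F14H8.6a, log2 fold change 8.53, standard error 0.45), *parg-2* (H23L24.5, 8.5, standard error 0.42), *pgp-7* (7.73, standard error 0.40), *oac-32* (7.5, standard error 0.35) and *C06B3.7* (7.34, standard error 0.39), with adjusted p-values in limma from 0.003 to 0.0035. *cng-1* was at 0 in both libraries on OP50, and its rise ran from 4.73, with its rows summed, to 9.53 across the alternatives.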

Confirming our previous qPCR analysis of selected *P*. *aeruginosa*-responsive genes in *set-16* RNAi animals, we found that *set-16* was broadly important for expression of genes upregulated by bacterial stress (**Fig 2A**). Many of the highest expressed genes in control animals during the *P*. *aeruginosa* response were diminished after *set-16(RNAi)* **(Fig 5A, S3 Table**). 

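In *set-16(RNAi)* animals the median log2 fold change of the 20 genes of Fig 2B on *P. aeruginosa* was 4.95. The genes went both ways: 12 rose less than in control animals, 7 of them by at least 1 (log2), and the others rose more. The median difference was -0.26 and the mean difference -0.72 (adjusted p = 0.841 by fry in limma), while the exact 2-sided Kolmogorov-Smirnov test, which compares the spread of the values as well as their level, gave p = 0.0123 (adjusted p = 0.0148). The 20 largest rises in draws with no true difference gave a median of -0.27, from -0.80 to 0.22, but were ranked by the rise in the values. The genes of Fig 2B follow the order of the authors' deposited fold changes, so the draws are not matched to that choice. The median difference was -0.90 without *set-16* OP50 replicate 1, where the unadjusted fry p was 0.021, and 0.33 without *set-16* OP50 replicate 2. Replicate 2 on OP50 held high values of some of these genes already. *B0024.4* had values of 116 and 5164 in the 2 libraries on OP50 and a log2 fold change of 3.82 (standard error 1.70, adjusted p = 0.32 in limma), and *C32H11.9* had values of 166 and 1128 and a log2 fold change of 4.78 (standard error 0.96, adjusted p = 0.081 in limma). *pgp-5* (C05A9.1a) rose by 6.97, against 6.03 in control animals, and *K11H12.4* by 7.00, against 5.44.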

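Of the 90 rows called higher in *set-16(RNAi)* animals, 84 (93.3%) were called in control animals and 6 were not, with 13889 rows tested in both (Fisher's exact test, 1-sided p = 8.6e-111). All 90 were higher on *P. aeruginosa* in control animals, 87 of them at least 2-fold. The authors' deposited tables have 433 rows higher in both groups. Without *set-16* OP50 replicate 1 or 2 the rows called in both numbered 230 and 341, without either *set-16* PA14 replicate 0, and without control PA14 replicate 2, 51. With the replicate number as a block they numbered 38.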

Finally, most of the genes upregulated by *P*. *aeruginosa* in *set-16* RNAi animals were also upregulated in control samples (**Fig 5B**). 

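The 85 rows called lower in control animals had a median log2 fold change on *P. aeruginosa* of -1.25 in *set-16(RNAi)* animals. In 77 of them (90.6%) the fall was smaller than in control animals, with a median difference of 0.79 (adjusted p = 0.0104 by fry in limma). With 1 library left out, the difference ran from 0.78 without *set-16* OP50 replicate 2 to 1.39 without control PA14 replicate 1. Without a control library, the set was the rows called lower in control animals in that fit. Draws with no true difference, in which each row varied on its own, gave 0.14. The rows lower on *P. aeruginosa* in *set-16(RNAi)* animals numbered 80 of the 85, and 57 (67.1%) were at least 2-fold lower whatever their p-value. On OP50, 16 of the 85 were higher in *set-16(RNAi)* than in control animals and the median difference was -0.60, and on PA14 it was 0.03. limma called 2 rows lower, 1 of them also in control animals, and 154 were at least 2-fold lower at an unadjusted p under 0.05. The authors' deposited tables have 66 rows lower in *set-16(RNAi)* animals and 45 in both groups. The 2 rows were *ttr-44* (C56A3.2a, -4.15, standard error 0.23, adjusted p = 0.0036 in limma) and the row Y71F9AL.13c of *rpl-1* (-8.69), whose change was -0.20 with the rows of *rpl-1* summed. Without *set-16* OP50 replicates 1 and 2 the rows called lower numbered 30 and 25, 10 of them also in control animals in each case, and without either PA14 replicate 0. With the replicate number as a block 4 rows were lower, 3 of them also in control animals.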

A proportion of the genes downregulated by *P*. *aeruginosa* in control animals were also downregulated in *set-16* RNAi animals (**S6A and S6B Fig**). Thus, *sams-1*, *set-2*, and *set-16* all appear to have critical roles in regulating genes in response to bacterial stress in *C*. *elegans*.

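No row responded differently to *P. aeruginosa* in *set-16(RNAi)* than in control animals in limma, which called a lower log2 fold change in 0 of 14332 rows and a higher one in 0, with a smallest adjusted p of 0.232, against 100 lower and 88 higher at an unadjusted p under 0.05. Of these, 75 and 50 had the smaller response in size in *set-16(RNAi)* animals. Rows called lower numbered 1 without control OP50 replicate 2, 1 without control PA14 replicate 1 and 2 without *set-16* OP50 replicate 1. The rows of the control response had a median difference of 0.28 (log2) on OP50 and of 0.13 on PA14 between *set-16(RNAi)* and control animals.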

**Fig 5:**
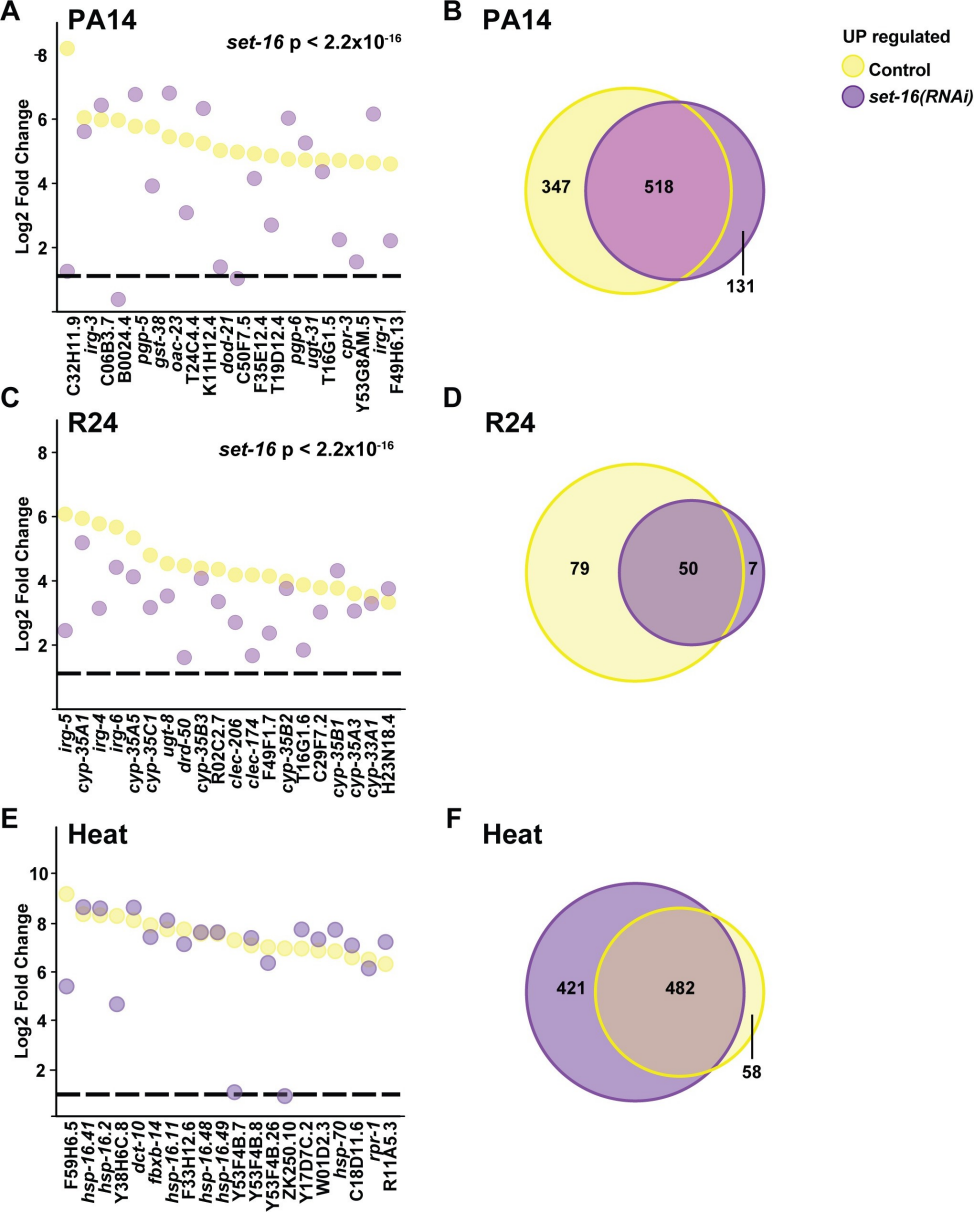
*set-16* is important for gene expression after bacterial and xenotoxic stress genes. (**A**) Strip plots show that many of the top 20 genes upregulated in response to *P*. *aeruginosa* are reduced after *set-16* RNAi. KS calculations were used to determine significance. (**B**) Venn diagrams show that the majority of genes upregulated after *set-16(RNAi)* in response to *P*. *aeruginosa* were also upregulated in controls. (**C**) Strip-plot shows that the majority of the top 20 genes induced by R24 in control animals are reduced after *set-16* RNAi. (**D**) Venn diagram shows that genes induced by more than two-fold *set-16(RNAi)* animals are also induced in controls. (**E**) Strip plots demonstrate that most of the top 20 genes induced in response to heat are expressed at similar levels in *set-16* RNAi animals. (**F**) Venn diagrams show that many the majority of genes induced more than 2-fold in control animals are also upregulated after heat stress in *set-16* RNAi animals, and that expression of many additional genes also increases. RNA for sequencing was isolated from control, *sams-1*, *set-2* and *set-16* RNAi as a set for each stress. Therefore, control genes in A-F are the same as in Fig 1 for *P*. *aeruginosa* and Fig 2 for R24 and heat.

Responses to R24 in *set-16(RNAi)* animals largely mirrored *sams-1* knockdown but were distinct from *set-2*. Both the number of expressed genes and the levels of the highest expressed genes were significantly decreased (**Figs 3A, 5C and 5D**). Finally, the majority of genes that increased in *set-16(RNAi)* animals also increased in controls (**Fig 5D**). The majority of the genes downregulated by R24 in control animals were not similarly downregulated after *set-16* RNAi (**S6C and S6D Fig**) As in *sams-1* and *set-2* knockdown, the top twenty expressed genes in control animals were expressed similarly in heat-shocked control and *set-16(RNAi)* animals (**Fig 5E**) and *set-16(RNAi)* animals deregulated or expanded heat-stressed induced gene expression patterns compared to controls (**Fig 5F**). Like *sams-1(RNAi)* or *set-2(RNAi)*, *set-16* animals upregulated and downregulated genes whose expression were not part of the response in control animals (**Fig 5I; S5E and S5F Fig**). Taken together, our results suggest that low SAM, decreased *set-2*/SET1 and *set-16*/MLL activity all compromise bacterial stress-induced gene expression. Xenotoxic stress induced by R24 appeared to have a stronger requirement for *sams-1* or *set-16*, with many ectopic genes upregulated in the *set-2* response to R24. Finally, genes activated by heat shock appeared mostly unaffected by low SAM, decreased *set-2*/SET1 or *set-16*/MLL activity, suggesting that neither SAM or these HMTs are essential for their expression. However, each displayed a significant number of ectopic genes inductions in both up- and down-regulated gene sets. This suggests that complex regulatory interactions may lie downstream of SAM or the H3K4 tri-methylases during the heat shock response. These could include regulation of downstream transcription factors, methylation of other histone or DNA targets or methylation-independent activity of COMPASS complexes [12].

### Survival of *set-2* and *set-16* RNAi animals differs during bacterial, xenotoxic or heat stress

We found that *sams-1*, *set-2*, and *set-16* were all required for the transcriptional response to bacterial stress, but differentially affected the response to the xenotoxic agent R24. Moreover, although *sams-1*, *set-2*, and *set-16* were not required for heat shock gene expression, a varied but significant number of ectopic genes increased or decreased expression when knockdown animals were subjected to heat shock. Next, we sought to determine how low SAM or H3K4 HMT knockdown affected survival during each stress response. Previously, we found that *sams-1(lof)* animals had poor survival on *P*. *aeruginosa*, which was matched by attenuated expression of bacterial-stress responsive genes, and impairment H3K4me3 acquisition at bacterial-stress responsive genes after infection [8]. To determine if *set-2* or *set-16(RNAi)* animals shared this susceptibility to bacterial stress, we challenged control and knockdown animals with *P*. *aeruginosa* and determined survival rates. Concordant with the whole genome RNA sequencing data (**Figs 4A–4C and 5A–5C**), we found that both *set-2* and *set-16(RNAi)* animals had significantly reduced survival on *P*. *aeruginosa* (**Fig 6A, S5 Table**).

**Fig 6:**
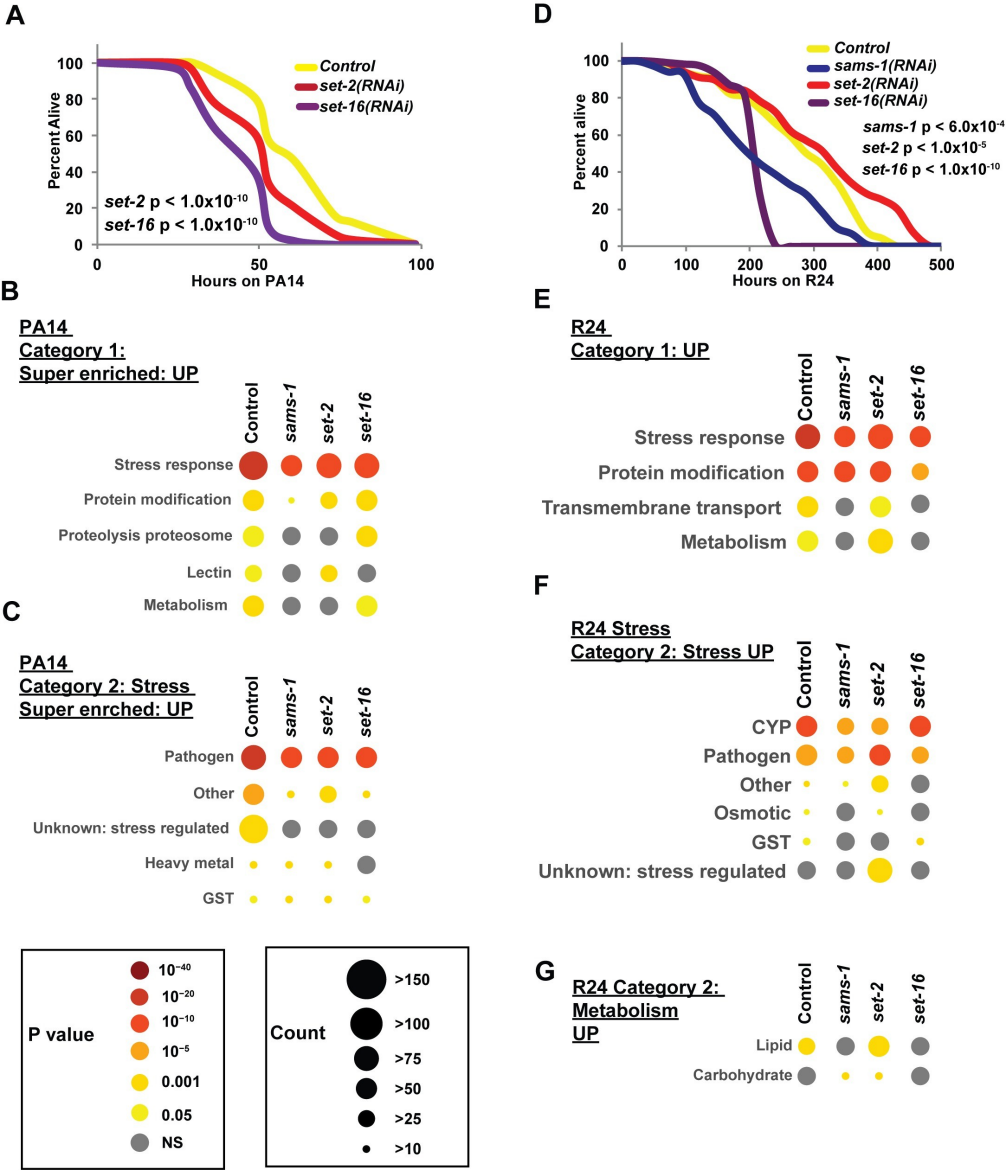
Stress-responsive and metabolic gene regulation are linked to survival after bacterial or xenotoxic stress in low SAM or H3K4 MT knockdown. (**A**) Representative Kaplan-Meier survival plot of *set-2* or *set-16* adults exposed to *P*. *aeruginosa* shows increased sensitivity to bacterial stress (data and additional statistics available in **S5 Table**). Statistical significance is shown by Log-rank test. (**B**) Bubble charts show broad category enrichment of upregulated genes determined by Worm-Cat in control, *sams-1*, *set-2* or *set-16* animals in genes changed more than 2-fold (FDR <0.01) after *P*. *aeruginosa* exposure. Specific category enrichment of stress (**C**) categories in *sams-1*, *set-2* or *set-16* animals in genes changed more than 4-fold (FDR <0.01) after *P*. *aeruginosa* exposure. Complete category enrichment data is available in **S8 Table.** (**D**) Representative Kaplan-Meier survival plot of *sams-1*, *set-2* or *set-16* RNAi adults exposed to R24 shows differential sensitivity to xenotoxic stress (data and additional statistics available in **S9 Table**). Statistical significance is shown by Log-rank test. (**E**) Bubble charts show broad category enrichment of upregulated genes determined by Worm-Cat in control, *sams-1*, *set-2* or *set-16* animals in genes changed more than 2-fold (FDR <0.01) after R24 exposure. Specific category enrichment of stress (**F**) or metabolic (**G**) categories in *sams-1*, *set-2* or *set-16* animals in genes changed more than 2-fold (FDR <0.01) after R24 exposure. Complete category enrichment data is available in **S10 Table**.

Our whole-genome expression analysis showed that many of the genes upregulated in control animals were part of the well-described transcriptional response to *P*. *aeruginosa* [28]. However, we also noted other gene sets that could have essential survival functions. When using GO term analysis with the Gorilla website (http://cbl-gorilla.cs.technion.ac.il/), we found that 32% of recognized genes were not associated with a GO term (**S7 Fig**). Thus, we built an annotation tool, Worm-Cat to categorize a more complete list of *C*. *elegans* genes and determine gene enrichment scores through Fisher's exact test. Worm-Cat allows assignment of broad physiological or molecular categories (i.e., stress response), and then subsequently identifies specific sub-categories (pathogen, heavy metal, etc.) (See **S6 Table for annotation table**). If genes do not have a clear physiological function or are pleiotropic, molecular functions were used. We validated this tool by comparison with GO analysis of our previously published microarray data from *sams-1* and *sbp-1(RNAi)* [8] (**S7 Table**). The most significant categories, such as stress response pathogen in *sbp-1(RNAi)* and *sams-1(RNAi)* upregulated genes or fatty acid metabolic genes in *sbp-1(RNAi)* down, or *sams-1(RNAi)* upregulated genes were identified by GO and by WORMCAT. While transcriptional regulation was identified by GO ontogeny for *sams-1(RNAi)* upregulated genes, our tool showed a breakdown showing an enrichment for nuclear hormone receptors, providing additional specificity. This tool was also able to show enrichment for regulation of 1CC genes in *sbp-1* downregulated genes, which we had previously noted [24], but were not identified by GO ontogeny. Thus, this tool increases the depth and specificity of gene function in comparison to GO term enrichment.

We used Worm-Cat to determine the major categories of genes that were changed in control, *sams-1*, *set-2* or *set-16* RNAi animals, then determined which categories matched survival patterns. In large sets of regulated genes, super enrichment can be a valuable tool for assessing the role of genes with the largest difference in gene expression patterns [34]. Therefore, we determined enrichment scores for both 2 fold and 4 fold enriched genes (**Fig 6B–6D** and **S8 Table**). Although stress-responsive genes were still enriched after *sams-1*, *set-2* or *set-16* RNAi, both the enrichment score and gene number were reduced at both the Category 1 (**Fig 6B**) and more specific Category 2 levels (**Fig 6C, S8 Table**). Surprisingly, metabolic genes were a significant fraction of genes upregulated in control animals and less enriched after *sams-1*, *set-2* or *set-16* RNAi (**Fig 6B**), correlating with poor survival of these animals. A breakdown of specific categories of metabolic genes showed that lipid metabolism was a significant category in control animals and that there were fewer genes and lower enrichment scores after *sams-1*, *set-2* or *set-16* RNAi. Interestingly, fatty acid desaturases have been linked to response of *C*. *elegans* to *P*. *aeruginosa* [25]. In addition, 1CC genes are among those downregulated by *C*. *elegans* during *P*. *aeruginosa* infection ([28], see also **S8 Table**)). 

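A list of 21 genes of the 1-carbon cycle and transsulfuration had 20 genes that were tested on *P. aeruginosa* in control animals. Their median log2 fold change was -0.45 and 17 of the 20 were lower (unadjusted fry p of 0.0192, adjusted p = 0.218 by fry in limma over 104 list tests). Among all rows tested 1 of them, *sams-1*, was called lower, and adjusted over the list alone 2 were, the second being *gcsh-1* (D1025.2, log2 fold change -1.06, standard error 0.18, adjusted p = 0.014 over all rows in limma). *sams-1* fell from 9188 ± 1730 (SD, n = 2) on OP50 to 1250 ± 17.6 (SD, n = 2) on PA14, a log2 fold change of -2.86 (standard error 0.14, adjusted p = 1.9e-04 in limma). It fell by 2.74 in *set-2(RNAi)* animals (standard error 0.27, adjusted p = 0.0029 in limma) and by 1.97 in *set-16(RNAi)* animals (standard error 0.40, adjusted p = 0.081 in limma), and changed by 0.46 in *sams-1(RNAi)* animals (standard error 0.46, adjusted p = 1 in limma). The fall in *set-2(RNAi)* animals lost its call without *set-2* PA14 replicate 1 (adjusted p = 0.019 in limma) or PA14 replicate 2 (adjusted p = 0.031 in limma), and its size ran from -3.16 to -2.32 across the alternatives. The difference between the response of *sams-1* in *sams-1(RNAi)* and in control animals was 3.32 (standard error 0.52, adjusted p = 0.063 in limma). The list had a median of -0.10 in *sams-1(RNAi)*, -0.46 in *set-2(RNAi)* and -0.23 in *set-16(RNAi)* animals, with 14 of 21, 19 of 20 and 19 of 20 genes lower and adjusted p-values of 0.786, 0.191 and 0.279 by fry in limma. In these 3 groups 0, 1 and 0 genes were called lower over all rows, and 0, 1 and 0 adjusted over the list alone. Of the other genes named in the paper, *pmt-2* had a log2 fold change on *P. aeruginosa* in control animals of -1.16 (standard error 0.13, adjusted p = 0.0028 in limma), *pmt-1* of 0.82 (standard error 0.12, adjusted p = 0.0099 in limma) and *ama-1* (F36A4.7) of 0.00 (standard error 0.14, adjusted p = 0.99 in limma).

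**Figure D2:**
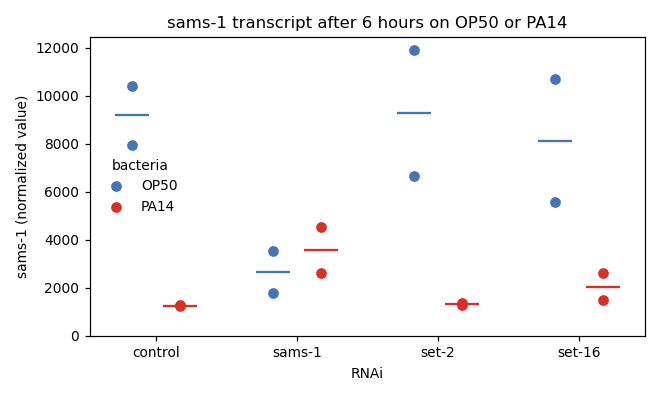
Normalized value of *sams-1* in the 4 RNAi groups. Points are the 2 replicates on *E. coli* OP50 (blue) or *P. aeruginosa* PA14 (red), bars are their means, and the levels of different RNAi groups come from tables scaled separately. In control animals the points sit at 10412 and 7963 on OP50 and at 1237 and 1262 on PA14, and in *sams-1* RNAi animals at 1763 and 3546 on OP50 and at 2601 and 4530 on PA14.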

Taken together, this suggests metabolic regulation may be an important part of these bacterial stress response.

R24 is a xenotoxic agent that activates both immune and detoxification responses [25–27]. We found that transcriptional responses to R24 were distinct in *sams-1*, *set-2*, and *set-16* animals, with genes ectopic to the control xenotoxic stress response increasing in *set-2* RNAi animals (**Fig 3A–3C; Fig 4D–4F; Fig 5D–5F**). To determine how *sams-1*, *set-2* and *set-16* knockdown affected survival, we treated animals with R24 and monitored death rates. We found that knockdown of *sams-1*, *set-2*, and *set-16* had differential susceptibility to R24-mediated toxicity. First, we found that concordant with the reduced expression of xenotoxic agent-response genes, *sams-1* and *set-16* had poor survival rates, with *set-16* animals showing a particularly sharp decline (**Fig 6E, S9 Table**). Knockdown of *set-2*, however, did not decrease survival. Next, we used Worm-Cat to identify gene categories that might correlate with sensitivity to the xenotoxic agent in *sams-1* and *set-16* animals, or survival in the *set-2* cohort. First, we noticed that as expected, stress-response genes were the most enriched category in control animals, with fewer genes in the sensitive *sams-1* or *set-16* animals (**Fig 6F, S10 Table**). Breakdown of stress categories shows that R24-induced genes are enriched for cytochrome P450 genes and pathogen response genes (**Fig 6G**), as expected for R24 [25–27]. However, the knockdowns most sensitive to R24 (*sams-1* and *set-16*) differed slightly in their stress response profiles. After RNAi of *sams-1*, both CYP450 and pathogen response gene categories loose enrichment (**Fig 6G, S10 Table**). However, *set-16* lost enrichment only within the pathogen category (**Fig 6G, S10 Table**), suggesting that genes within the pathogen response category may be important for survival on R24. Supporting this notion, *set-2*, which survived normally, lost CYP450 enrichment but retained genes in the pathogen response category (**Fig 6G, S10 Table**). We also noted that metabolic categories were also limited in the sensitive strains. Metabolic genes, particularly in the lipid metabolism category were significantly enriched in Control and *set-2* RNAi animals after R24 treatment, but enrichment scores failed significance after *sams-1* or *set-16* RNAi (**Fig 6F and 6H, S10 Table**). This suggests that as in the bacterial stress response, rewiring metabolic genes correlates with stress survival. Notably, an RNAi screen for R24-dependent regulators of the innate immune response gene *irg-4* identified multiple genes involved in fatty acid synthesis [25]. Finally, we found that genes deregulated in *set-2(RNAi)* animals were enriched for genes activated by multiple stresses (**Fig 6F, S10 Table**). However, since these genes have no other functional classification, their importance of this gene set is unclear.

### SAM and the H3K4 methyltransferases *set-2* and *set-16* are differently required for survival during heat stress

Transcription of heat shock genes in response to high temperature is controlled by shifting RNA pol II from a paused to the elongating form at heat shock response genes [32]. To provide a comparison to bacterial or xenotoxin-induced stress, we compared heat-shock responsive transcription in low SAM or after knockdown of the *set-2*/SET1 or *set-16*/MLL methyltransferases to transcriptional changes occurring after bacterial or xenotoxic stress responses. Strikingly, we found that many genes ectopic to the control heat shock response were activated or repressed after *sams-1*, *set-2* or *set-16* RNAi (**Figs 3D–3F, 4H–4J and 5H–5J**). Next, we performed survival assays to determine if these gene expression changes altered survival of these animals during stress. Unlike the bacterial stress response, *sams-1*, *set-2*, and *set-16* all had distinct survival curves. First, *sams-1* animals were markedly resistant during the first half of the assay, with the survival percentage at the assay midpoint more than twice that of control animals (**Fig 7A, S11 Table**). The endpoint of the assay, however, was close to controls. Second, as in R24 assays, *set-2* animals survived most similar to controls, although p values showed a significant difference (**Figs 6A and 7A, S11 Table**). Finally, *set-16* RNAi caused an extreme sensitivity to heat stress (**Fig 7A, S11 Table**), similar to *P*. *aeruginosa* and R24 responses.

**Fig 7:**
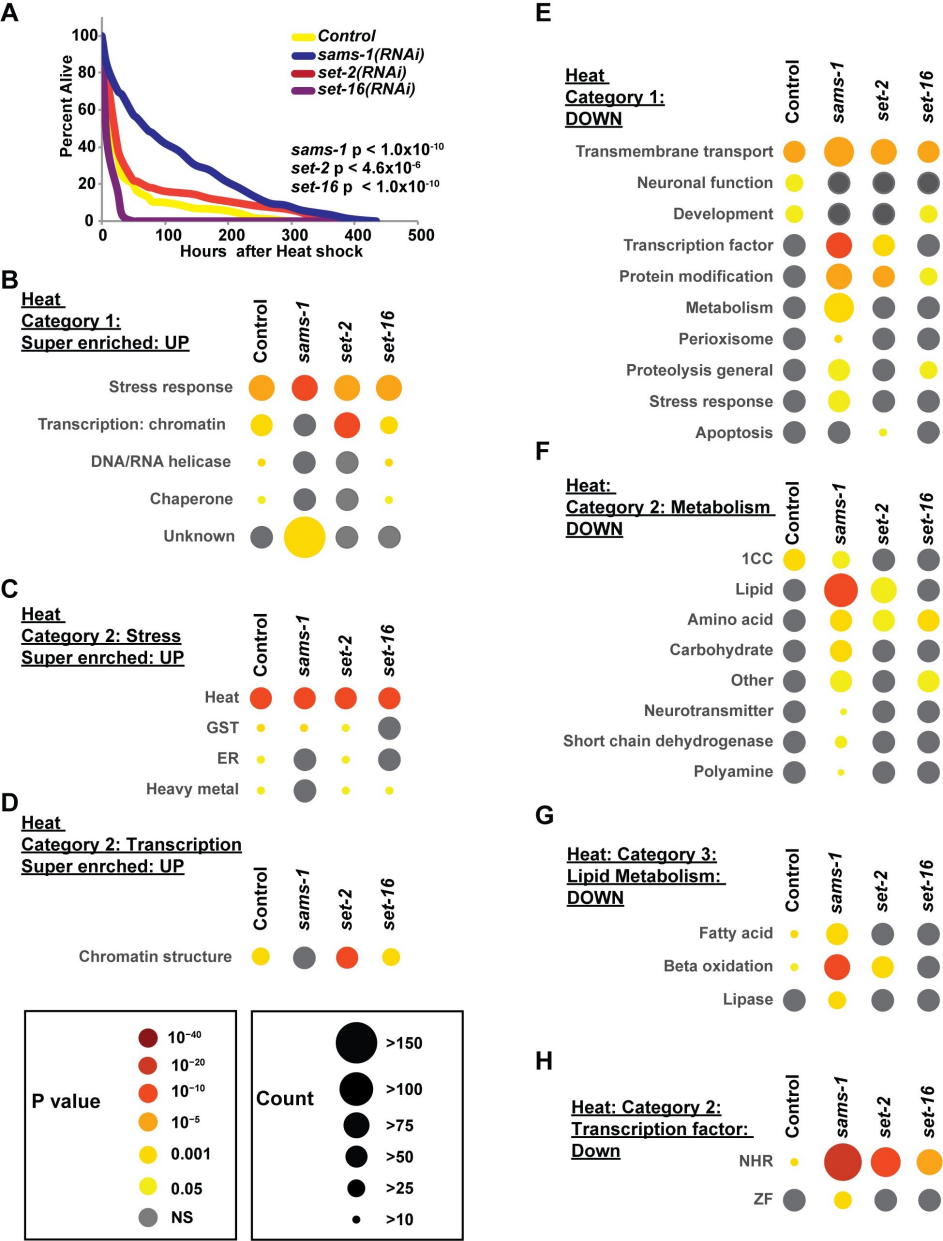
Down-regulation of metabolic gene regulation is linked to survival after heat stress in low SAM or H3K4 MT knockdown. (**A**) Representative Kaplan-Meier survival plot of control, *sams-1*, *set-2* or *set-16* adults exposed to heat shows increased sensitivity to heat stress (data and additional statistics available in **S11 Table**). Statistical significance is shown by Log-rank test. For additional replicates. (**B**) Bubble charts show broad category enrichment of upregulated genes determined by Worm-Cat in control, *sams-1*, *set-2* or *set-16* animals in genes changed more than 4-fold (FDR <0.01) after heat exposure. Specific category enrichment of stress (**C**) or transcription (**D**) categories in control, *sams-1*, *set-2* or *set-16* animals in genes changed more than 4-fold (FDR <0.01) after heat exposure. (**E**) Bubble charts show broad category enrichment of downregulated genes in control, *sams-1*, *set-2* or *set-16* animals in genes changed more than 2-fold (FDR <0.01) after heat exposure. Specific category enrichment of metabolism (**F**), lipid metabolism (**G**) or transcription (**H**) categories in control, *sams-1*, *set-2* or *set-16* animals in genes changed more than 4-fold (FDR <0.01) after heat exposure. Complete category enrichment data is available in **S12 Table**.

To determine if categories of genes expressed in the *sams-1*, *set-2* or *set-16* RNAi animals correlated with the differential survival, we used Worm-Cat to survey the enriched and super enriched heat responsive genes. As expected from our initial analysis, significant numbers of stress-responsive genes were enriched in the upregulated *sams-1*, *set-2* and *set-16* RNAi cohorts (**Fig 7B and 7C, S12 Table**). Genes in chromatin structure were also enriched in all but *sams-1* RNAi animals (**Fig 7B and 7D, S12 Table**). However, none of these category clusters correlated with survival. Next, we examined the categories enriched in the genes downregulated during the heat shock response (**Fig 7E–7G; S12 Table**). While expression of canonical heat shock genes did not correlate with survival, we found enrichment in other functional categories. There were several categories of enriched genes (transmembrane transport, proteolysis, and protein modification) among the *sams-1*, *set-2* or *set-16* RNAi animals (**Fig 7E, S12 Table**). However, two categories correlated best with survival: metabolism and transcription factors. Strikingly, metabolism was only enriched as a downregulated category in *sams-1(RNAi)* animals during heat shock, with the majority of these genes in anabolic pathways such as lipid and amino acid metabolism (**Fig 7E and 7F; S12 Table**). This is distinct from PC-dependent effects from *sams-1* in basal conditions, where fatty acid genes are activated (see **S7 Table, S12 Table**). *C*. *elegans* contains a major expansion of nuclear hormone receptors, many of which are thought to regulate metabolic processes [35]. Intriguingly, we also observed reduced NHR gene expression *sams-1(RNAi)* animals (**Fig 7G, S12 Table**), concomitant with the loss of metabolic gene expression. Finally, we find that regulation of metabolic gene expression also correlates with survival in heat stress, as it did in our bacterial or xenotoxic stress assays, suggesting metabolic flexibility may be a common effector in stress response survival (**S8 Fig**).

## Discussion

Metabolites that contribute to cellular regulatory functions, such as the methyl donor SAM, could be predicted to have broad effects on transcription. Indeed, SAM has been proposed as a link between nutrition and regulation of the 1CC to transgenerational epigenetic effects [5]. However, work from several labs across multiple systems has shown that SAM has surprisingly specific effects on histone methylation, reducing or increasing H3K4me3 as levels fall or rise [6–9]. Since H3K4me3 is tightly associated with start sites of actively transcribed genes, this suggests SAM may also have a critical role in acute gene regulatory events. Recently, the Locasale lab has shown that H3K4me3 peak breadth is sensitive to methionine levels in mouse liver and human cancer cells, strengthening the connections between SAM and H3K4me3 *in vivo* [11].

In this study, we have defined a role for SAM in the regulation of two stress responses, bacterial and xenotoxic stress, and found that it is necessary for induction of specific response genes, as well as for survival. This link between 1-carbon metabolism and stress responses has important implications for how organisms can respond to stress when metabolically challenged. Interestingly, while heat shock genes were expressed independently of SAM, many other genes had altered expression patterns in heat shocked *sams-1(RNAi)* animals which survived better than wild type. This suggests multiple independently regulated modules can contribute to survival. While the expression of heat-shock response genes at control levels in *sams-1(RNAi)* animals suggest these are regulated independently of SAM, the ectopically regulated genes could respond to SAM from direct or indirect mechanisms. For example, Labbadia and Morimoto have recently shown that in *C*. *elegans*, non-cell autonomous mechanisms linked to repressive H3K27me3 limit stress responses when reproduction starts [36]. Thus, this ectopic gene activation in *sams-1(RNAi)* animals could result from changes in repressive methylation on other histones, on DNA or through other indirect effects.

Our Worm-Cat annotation tool has shown that downregulation of two classes of genes correlates with survival of *sams-1* RNAi animals under heat shock: metabolic genes (amino acid, lipid and beta-oxidation) and nuclear hormone receptors. We hypothesize that downregulating these categories pauses anabolic processes and allows a survival advantage for *sams-1* animals as they respond to heat stress. Interestingly, fatty acid synthesis genes are upregulated after *sams-1* RNAi in basal conditions, as changes in PC levels activate the lipogenic transcription factor SBP-1 [24]. As in our study of low SAM on *C*. *elegans* on normal laboratory diet of *E*. *coli* or *P*. *aeruginosa* where we found differential effects on activation or repression of pathogen response genes [8], this suggest the effects of low SAM may differ in distinct stress or nutritional conditions. Future metabolomic studies will be important for how these changes in metabolic gene expression are linked to survival during heat stress. Nuclear hormone receptors are common regulators of metabolic genes [35], and while direct relationships between these nuclear hormone receptors and the metabolic genes identified in our study are not yet discernable, it is intriguing that both classes of these genes are downregulated in the surviving animals. Thus, low SAM may have both direct and indirect effects that influence gene expression and survival during stress responses.

SAM is utilized by HMTs such as *set-2*/SET1 or *set-16*/MLL to produce methyl marks such as H3K4me3. Intriguingly, KTM2s are among the most sensitive HMTs to SAM levels [5]. SET1 is the single H3K4me3 in yeast, and thus essential for all H3K4 methylation [12]. Neither *set1* or H3K4 tri-methylation are essential for viability under standard conditions [14]. However, *set1* appears to function to limit the expression of ribosomal genes during the response to diamide [15]. The mammalian methyltransferase family is complex with seven H3K4 methyltransferases that differ in specificity for mono, di or trimethylation [12]. However, it has been difficult to assign specific biological functions. In *C*. *elegans* where the KTM2 family is simpler, we have found that *set-2* or *set-16* RNAi mirrors some of the effects of low SAM, reducing transcriptional responses to multiple stresses. However, *set-2*/SET1 and *set-16*/MLL appeared to have distinct functional profiles during these stress responses. *set-2*/SET1 RNAi is similar to low SAM in response to bacterial stress. Some SAM-dependent *P*. *aeruginosa* responsive genes are also limited in expression after *set-2* RNAi, and *set-2* animals survive poorly. Our previous analysis of the *P*. *aeruginosa* response in *set-2* and *set-16* animals suggested that *set-2* may have a more limited role [8]. The present whole genome study also bears out an essential role for *set-16* in *P*. *aeruginosa*-responsive transcription, but notably, *set-2* animals are also survived poorly on *P*. *aeruginosa*, suggesting that critical genes are limited in both cases. However, *set-2* appears less critical for some genes in the detoxification response to R24. Survival is close to wild-type, and intriguingly, metabolic genes related to lipid synthesis are upregulated, distinct from the control response. Like the response to low SAM during heat shock, *set-2* RNAi did not limit expression of genes induced by heat shock in control animals while many genes were de-repressed or ectopically regulated outside the response in controls. As with R24, *set-2* RNAi animals survived similar to controls during heat stress. Therefore changes in gene expression did not impact these biological functions. *set-2* also has intriguing functions during lifespan regulation in *C*. *elegans*. Greer et al. showed transgenerational effects on lifespan in *set-2* mutants, and another study from the Brunet lab suggested that *set-2* and another H3K4 HMT (*ash-2*) linked lipid synthesis and lifespan regulation [21]. They found that *ash-2* was important for non-cell autonomous germline to intestine regulation of these processes [21]. However, the role of *set-2* in direct regulation was less clear. 

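In non-stressed conditions the 17 measured genes of a list of 18 fatty acid synthesis genes had a median log2 fold change of -0.02 in *set-2(RNAi)* animals. Of these, 8 were higher and 9 lower (unadjusted fry p of 0.478, adjusted p = 0.883 by fry in limma over 104 list tests). limma called 0 of them higher and 0 lower over all rows tested, and 0 and 0 adjusted over the list alone. *sbp-1* had a log2 fold change of 0.01 (standard error 0.23, adjusted p = 1 in limma), and *sams-1* of -0.09 (standard error 0.30, adjusted p = 1 in limma).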

Notably, in our study, although lipid biosynthetic genes were not changed in *set-2* animals at the L4/young adult time point, many of these genes did increase upon R24 treatment. Taken together, this suggests *set-2* may impact the regulation of lipid synthesis genes at different points during *C*. *elegans* lifespan or during specific stress responses.

*set-16*/MLL, on the other hand, was essential for survival in each of the stresses we tested. Transcriptional responses to bacterial stress and R24 were attenuated, similar to low SAM. *sams-1* and *set-16* RNAi animals both survived poorly on *P*. *aeruginosa* and following exposure to R24. However, the *set-16* RNAi animals were particularly sensitive to R24. Interestingly, *set-16* animals were more deficient in activating pathogen response than CYP in response to R24 suggesting that pathogen response genes may be essential for survival. Like *sams-1* and *set-2* RNAi, heat stress of *set-16(RNAi)* animals produced similar activation to control in the top 20 genes, in addition to ectopic activation or derepression of many other genes. However, this did not enhance survival. Taken together, this suggests that *set-16* has a distinct role in survival during diverse stress responses.

During a stress response, many genes must be coordinately regulated downstream of specific signaling pathways. For example, pathogenic stress may be sensed by activation of Toll-like receptors in mammals and *Drosophila* [37] or by translational attenuation in *C*. *elegans* [38]. These signals are carried through stress-specific transcription factors that activate protective genes. Along with these direct regulatory pathways, the chromatin environment must be permissive. It is intriguing that a metabolic pathway producing the methyl donor SAM and the H3K4 methyltransferases *set-2* and *set-16* are critical to enable transcriptional responses to acute stress. This suggests that 1CC status could influence how cells or organisms could respond to outside insults. The Halsted lab, using a micropig model of alcoholic fatty liver disease, has found that dietary limitation of methyl donors markedly decreases the time for development of liver injury [39, 40], thus, we suggest that low SAM could exacerbate disease progressing by limiting the ability of a tissue to respond to additional stress. This could increase the severity or the progression of a disease by limiting cellular defensive responses. Finally, other metabolites such as Acetyl CoA and NAD+ also influence gene regulation [3]. By having multiple metabolic pathways influencing histone modification and gene regulation, cells might finely tune transcription to diverse nutritional signals providing templates for specific metabolic states.

## Materials and methods

### *C*. *elegans* culture, RNAi and stress applications

*C*. *elegans* (N2) were cultured using standard laboratory conditions on *E*. *coli* OP50. Adults were bleached onto RNAi plates for control (L4440), *sams-1*, *set-2* or *set-16* and allowed to develop to the L4 to young adult transition before stresses were applied. For bacterial stress RNA preparations, nematodes were placed on *E*. *coli* or *P*. *aeruginosa* plates for 6 hours. For xenotoxic stress applications animals were placed on DMSO or 70 uM R24 plates for 18 hours. For heat stress applications, animals were raised at 15°C from hatching then at the L4/young adult transition replicate plates were placed at 15°C or 37°C for 1 hour. After each stress, animals were washed off the plates with S-basal, then pellets frozen at -80°C. RNA was prepared as in Ding, et al. 2015 [8]. For survival assays, animals remained on plates until all nematodes were dead. Exposure to *Pseudomonas* or R24 continued for the life of the animals. Exposure to heat occurred for 120 minutes, then animals were kept at 20°C for the remainder of the assay. Dead animals were identified by gentle prodding and removed each day. Kaplan-Meir curves were generated with OASIS [41].

### Antibodies and immunofluorescence

Immunofluorescence was performed as in Ding et al. for H3K4me3 staining. For mono or di methyl staining, animals were fixed in 1% paraformaldehyde and permeabilized in cold 100% methanol before proceeding with the remainder of the protocol used in Ding, et al. 2015. Antibodies used were: Tri-Methyl-Histone H3 (Lys4) Rabbit mAb #9751 (Cell Signaling), Abcam Anti-Histone H3 (di methyl K4) antibody—ChIP Grade (ab7766) (Abcam) and Anti-Histone H3 (mono methyl K4) antibody—ChIP Grade (ab889) (Abcam).

### RNA sequencing and data analysis

RNA for deep sequencing was purified by Qiagen RNA easy. Duplicate samples were sent for library construction and sequencing at BGI (China). Raw sequencing reads were processed using an in-house RNA-Seq data processing software Dolphin at University of Massachusetts Medical School. The raw read pairs first were aligned to *C*. *elegans* reference genome with ws245 annotation. The RSEM method was used to quantify the expression levels of genes (Li & Dewey, 2011, PMID: 21816040).

### Data accessibility

All RNA sequencing data is available at the Gene expression ominibus, accession numbers, GSE121511, GSE121509, GSE121510.

### Computational methods

Graphing for scatter and strip plots, Venn diagrams and bubble charts was done in R. The ontogeny category tool (Worm-Cat) consists of three parts. First, over 16,000 *C*. *elegans* genes were annotated; first by physiological role, then by molecular function. Categories contain up to three levels, for example, Proteolysis Proteasome: E3: F-box could appear as Proteolysis Proteasome in the broad Category 1 or as Proteolysis Proteasome: E3 or Proteolysis Proteasome: E3: F-box in the more specific categories 2 and 3. Genes with broad physiological functions (e.g., *ama-1*, RNA polymerase II large subunit) were retained in molecular function categories. Phenotype data from alleles or RNAi were used to annotate physiological role if corroborated in two or more different assays. In addition, genes with no other function whose expression was changed by at least two of these stresses (Methylmercury, tunicamycin, rotenone, cadmium, ethanol, D-glucose) were placed in the category: Stress response: regulated by multiple stresses. Annotations were applied to genes regulated in each condition, then statistical significance of category enrichment determined by Fisher’s exact test with a p-value of < 0.05 used to determine significance.

## Supporting information

S1 Fig Distinct patterns of gene downregulation in *sams-1(RNAi)* animals during stress. Venn diagrams comparing stress responsive gene expression in control (**A**), *sams-1* (**B**), *set-2* (**C**), and *set-16* RNAi downregulated genes (**D**). Downregulated genes were defined as decreased by 2 or more fold with an FDR of less than 0.01 in each of the stresses.
(TIF) Click here for additional data file.

S2 Fig Gene expression changes after *sams-1* RNAi are largely PC dependent. (**A**) Schematic diagraming the linkages between SAM usage in H3K4me3 methylation and methylation of PC. (**B**) Scatter plot of RNA sequencing changes showing genes significantly upregulated (changed by more than two-fold with an FDR of <0.01); red is up, blue is down. (**C**) Venn diagram of *sams-1(RNAi)* microarray data from Ding, et al. 2015 comparing genes upregulated in *sams-1(RNAi)* (salmon) with those rescued by choline (yellow). (**D**) Immunofluorescence comparing H3K4me3 levels in low SAM (*sams-1 RNAi*) and in *pmt-2*(RNAi) intestinal cells, which reduce PC through SAM independent pathways [42]. (**E**) Immunofluorescence comparing mono and di-methylation of H3K4 in *sams-1(RNAi)* intestinal nuclei.
(TIF) Click here for additional data file.

S3 Fig Role of *sams-1* in genes downregulated during bacterial, xenotoxic or heat stress. Strip plots of the lowest 20 expressed genes (**A, C, E**) and Venn diagrams (**B, D, F**) comparing control (yellow) and *sams-1(RNAi)* (blue) animals after treatment with *P*. *aeruginosa* (**A, B**), R24 (**C, D**) or heat stress (**E, F**).
(TIF) Click here for additional data file.

S4 Fig Few significant changes in gene expression occur after *set-2* or *set-16* RNAi in basal conditions. Scatter plot showing significantly up (red) or down (blue) regulated genes after *set-2* (**A**) or *set-16* (**B**) RNAi.
(TIF) Click here for additional data file.

S5 Fig Role of *set-2* in genes downregulated during bacterial, xenotoxic or heat stress. Strip plots of the lowest 20 expressed genes (**A, C, E**) and Venn diagrams (**B, D, F**) comparing control (yellow) and *set-2(RNAi)* (orange) animals after treatment with *P*. *aeruginosa* (**A, B**), R24 (**C, D**) or heat stress (**E, F**). RNA for sequencing was isolated from control, *sams-1*, *set-2* and *set-16* RNAi as a set for each stress. Therefore, control genes in A-F are the same as in **S3 Fig** for each stress.
(TIF) Click here for additional data file.

S6 Fig Role of *set-16* in genes downregulated during bacterial, xenotoxic or heat stress. Strip plots of the lowest 20 expressed genes (**A, C, E**) and Venn diagrams (**B, D, F**) comparing control (yellow) and *set-16(RNAi)* (purple) animals after treatment with *P*. *aeruginosa* (**A, B**), R24 (**C, D**) or heat stress (**E, F**). RNA for sequencing was isolated from control, *sams-1*, *set-2* and *set-16* RNAi as a set for each stress. Therefore, control genes in A-F are the same as in **S3 Fig** for each stress.
(TIF) Click here for additional data file.

S7 Fig Screen shot from the GoRilla GO term analysis website (http://cbl-gorilla.cs.technion.ac.il/), where we entered a regulated gene set of 1,062 genes and a baseline gene set (annotated genes from S6 Table) showing that 37% of recognized genes were not associated with GO terms. (TIF) Click here for additional data file.

S8 Fig Schematic showing model that SAM is important for stress-induced gene expression. (TIF) Click here for additional data file.

S1 Table Table showing genes regulated in basal conditions by *sams-1* (tabs 1–3), *set-2* (tabs 4–6) and *set-16* (tabs 7–9). (XLSX) Click here for additional data file.

S2 Table Table showing *P*. *aeruginosa* regulated genes (tab1: control up, tab2: *sams-1* up; tab3: *set-2* up; tab4: *set-16* up; tab5: control down; tab6: *sams-1* down; tab5: *set-2* down; tab6: *set-16* down). Genes appearing in Troemel, et al. [28] are designated.
(XLSX) Click here for additional data file.

S3 Table Table showing R24 regulated genes (tab1: control up, tab2: *sams-1* up; tab3: *set-2* up; tab4: *set-16* up; tab5: control down; tab6: *sams-1* down; tab5: *set-2* down; tab6: *set-16* down). (XLSX) Click here for additional data file.

S4 Table Table showing Heat shock regulated genes (tab1: control up, tab2: *sams-1* up; tab3: *set-2* up; tab4: *set-16* up; tab5: control down; tab6: *sams-1* down; tab5: *set-2* down; tab6: *set-16* down). (XLSX) Click here for additional data file.

S5 Table Table showing representative *P*. *aeruginosa* survival data. Statistics generated by OASIS (https://sbi.postech.ac.kr/oasis/)[41].
(XLSX) Click here for additional data file.

S6 Table Table of all annotated genes with Category listing. Annotation was generated by assigning physiological function, then molecular function defined using homology, GO ontogeny and phenotype.
(XLSX) Click here for additional data file.

S7 Table Tables comparing Worm-Cat (tabs: *sbp-1* UP, *sbp-1* DOWN, *sams-1* UP, *sams-1* DOWN) to GO terms (tabs: GO *sbp-1* UP, GO *sbp-1* DOWN, GO *sams-1* UP, GO *sbp-1* DOWN) for previously published data from microarrays from genes changed 2 fold with a p-value of < 0.05 from *sams-1(RNAi)* or *sbp-1(RNAi)* animals [8]. GO term categories that are also represented in our tool are highlighted in yellow.
(XLSX) Click here for additional data file.

S8 Table Tables containing PA14 regulated gene category statistics for Control, *sams-1*, *set-2* and *set-16* RNAi (tabs show for all genes, broad, stress, metabolism for up-regulated and down-regulated genes). P values generated by Fisher's exact test, significance defined as lower than 0.05. The total number of genes in categories listed in parenthesis (Column A). Pink color shows categories with a significant change in any of the RNAi animals. NS is not significant. Tabs for both enriched (2.0 fold) and super enriched (4.0 fold) are included.
(XLSX) Click here for additional data file.

S9 Table Table showing representative R24 survival data. Statistics generated by OASIS (https://sbi.postech.ac.kr/oasis/) [41].
(XLSX) Click here for additional data file.

S10 Table Tables containing R24 regulated gene category statistics for *Control*, *sams-1*, *set-2* and *set-16* RNAi (tabs show for all genes, broad, stress, metabolism for up-regulated and down-regulated genes). P values generated by Fisher's exact test, significance defined as lower than 0.05. The total number of genes in categories listed in parenthesis (Column A). Pink color shows categories with a significant change in any of the RNAi animals. NS is not significant.
(XLSX) Click here for additional data file.

S11 Table Table showing representative heat survival data. Statistics generated by OASIS (https://sbi.postech.ac.kr/oasis/) [41].
(XLSX) Click here for additional data file.

S12 Table Tables containing heat regulated gene category statistics for *Control*, *sams-1*, *set-2* and *set-16* RNAi (tabs show for all genes, broad, stress, metabolism for up-regulated and down-regulated genes). P values generated by Fisher's exact test, significance defined as lower than 0.05. The total number of genes in categories listed in parenthesis (Column A). Pink color shows categories with a significant change in any of the RNAi animals. NS is not significant. Tabs for both enriched (2.0 fold) and super enriched (4.0 fold) are included.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

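RNA was measured in 16 libraries of *C. elegans* N2 at the transition from L4 larva to young adult, 2 replicates of each of 8 groups: control (L4440), *sams-1*, *set-2* or *set-16* RNAi, on *E. coli* OP50 or for 6 hours on *P. aeruginosa* PA14.

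The authors aligned the reads with the ws245 annotation in the Dolphin pipeline and estimated expression with RSEM. The authors deposited 10 tables, each with the 4 libraries of 1 comparison. In the records, the raw files of control OP50 replicate 2 and control PA14 replicate 1 are listed as later exchanged for the right ones, and it is not stated whether the tables were made before or after that. The deposited signal values are estimated reads per transcript or gene, scaled by the authors to a shared library size within each table; the scaling step, the filter on low values and the tool behind the comparisons are not stated. In each table the authors also deposited the log2 fold change, the fold change as a ratio that equals 2 to the power of it, the p-value and the adjusted p-value of their comparison. The tables hold from 16641 to 18191 rows, and the smallest sum of a row is 10.71. The genome build is not stated, so no coordinates were used. Gene names came from a reference list, which held 17818 of 18935 identifiers (94.1%). A gene can have several rows, and a row is reported under its gene with its own identifier. Rows of close relatives such as the sperm protein genes share reads.

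Whole reads could not be recovered from the values. Of the values from 3 to 60, between 54.0% and 86.0% per library (median 81.6%) lay within 0.1 of a step of 1 shared unit, so tests made for counts of reads were not run. The totals per library and table ran from 25028251 to 27812956. If a step is 1 read, the libraries held from 26520281 to 26725959 reads before scaling, a range so narrow that an earlier scaling or subsampling is not excluded.

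The values were analysed as log2(value + 1) for rows with a mean of at least 10, with a linear model and moderated variances that follow the mean (limma 3.58.1 in R 4.3.3). Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. p-values were adjusted over the tested rows by the method of Benjamini and Hochberg. A row was called at a change of at least 2-fold with an adjusted p under 0.01. The response to *P. aeruginosa* was tested within each RNAi group, the effect of each RNAi on each food, and the difference between responses as an interaction over 8 libraries from 2 tables that the authors scaled separately. A difference between responses is counted by its sign; the count of rows by the size of the response was added after the values were seen. The fits, thresholds, alternatives, marker lists and the 2 sets of genes that rose were set before the data were examined. The 3 comparisons of an RNAi with control on PA14 and the 2 sets of rows that fell in control animals were added after the tables had been seen. Libraries with 1 replicate number deviated together on the 2 foods in each RNAi group, with Pearson correlations across rows of 0.33 in control, 0.81 in *sams-1*, 0.19 in *set-2* and 0.12 in *set-16* RNAi animals, so the numbers were read as pairs within an RNAi group. Between RNAi groups the correlations ran from -0.20 to 0.50, and control and *set-2* had 0.23 on OP50 and 0.50 on PA14. The records do not say what a number stands for. The fits had no block, as laid down, and a blocked value stands beside a response, or the comparison of *set-2* with control, where it changes a call or moves a count by over 1.5 times.

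Gene sets were tested with fry in limma on the difference between responses: the rows called higher or lower in control animals, the 20 genes printed in Fig 2B and the 20 rows with the largest called fall. Where an alternative changed the fit of the control animals, the rows called higher or lower were those called in that fit. Benjamini-Hochberg adjustment ran over the 12 set tests. The 20 genes were also compared by an exact 2-sided Kolmogorov-Smirnov test. A further 8 marker lists were written from general knowledge of the genes, and their 104 fry tests were adjusted together. Random lists for these, 10000 for each, were matched on expression. Overlaps of called rows were tested with Fisher's exact test over the rows tested in both groups.

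Genes named in the text are the RNAi targets, genes the paper names, the 20 genes of Fig 2B and the 5 largest called changes in each direction. S1 Table and S2 Table had been seen when this rule was written. *gcsh-1*, a member of a marker list, was chosen after its value was seen. The gene printed as *oac-23* in Fig 2B was read as *oac-32*.

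The fits were tested on simulated data with 200 changed rows in 20 draws, with the means and spreads of each comparison. The interaction fit found 74.3% of differences of -3 (log2). In 100 draws with a set of 200 rows, fry passed 0.05 in 5% with no change and in 100% with a shift of 1. TMM factors were recovered within 0.07%.

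The alternatives were a pseudocount of 0.5 or 4, no filter or a mean of at least 50, TMM rescaling (trims of 30 and 5 percent) or quantile normalization, no trend in the variances, the replicate number as a block, each library left out, an adjusted p under 0.1, the authors' deposited adjusted p-value and log2 fold change at the same thresholds, camera with a correlation of 0.01 or an estimated one, and other choices of the 20 genes. Summing the rows of each gene, taking *oac-23* as printed and a replicate block within each RNAi group of the interaction were added after the values were seen. The staining and survival experiments of the paper and its RNA sequencing after R24 and heat shock were not analysed here.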

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

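The tests chosen only after the results were seen were those on the levels of the induced genes on each food, on the choice and scaling of the 20 genes of Fig 2B, on the rows that fell in control animals, on *C32H11.9*, on the labels and the fall of *sams-1*, on the level of the sperm protein genes in control animals, and on the scaling and the stage of the animals behind the larger number of rises in *sams-1(RNAi)* animals.

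The rows called higher on *P. aeruginosa* in control animals rose less in *sams-1(RNAi)* animals, with a median difference of -1 (log2), and so did the 20 genes of Fig 2B, with -2.09. The difference between the groups was tested as an interaction, and fry in limma gave adjusted p = 0.0104 for each over 12 set tests. In draws with no true difference, choosing rows on the control libraries gave medians of -0.09 for the called rows and -0.22 for the 20 largest rises. Each row varied on its own there, so a choice effect shared by the rows of 1 library is not excluded. Ranking 20 genes on 1 pair of control libraries and measuring them in the other kept the smaller rise. Scaling does not account for the difference, since quantile normalization left -0.86 and -1.25. A lower level on PA14 is argued against for the called rows, where the median row lay 0.55 above control. For the 20 genes the median on PA14 was -0.11 and 9 of 20 were higher. The 20 largest rises in draws with no true difference gave -0.12 on PA14, from -0.47 to 0.17. Beside the difference of -2.09, this argues against a lower level on PA14 as the whole reason for the set. A part of it in single genes is not excluded. A higher level already on OP50 stays open as the form the difference took, with medians of 1.72 and 2.07 above control. Whether this came from low SAM, from a different stage of the animals or from both was not tested.

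*C32H11.9* was the only row whose own response passed the threshold of the interaction in limma without a replicate block. Its difference between *sams-1(RNAi)* and control animals was -6.96 (adjusted p = 0.0099). With 1 replicate block for both groups 5 rows were called lower and 1 higher, and with a block within each group 195 and 42. The value of 0 and near 0 in control animals on OP50 does not account for the difference of *C32H11.9* as a whole. With a pseudocount of 4 that difference was still -5.04, although no row was called with that setting. What stays open is the higher level on OP50 after *sams-1* RNAi, a log2 fold change of 7.68.

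The rows called lower in control animals fell less in *set-16(RNAi)* animals, by 0.79 in the median row, and this difference too passed in a test between the groups (adjusted p = 0.0104 by fry in limma). The choice of rows gave 0.14 in draws with no true difference. Each row varied on its own in these draws, so a choice effect shared by the rows of 1 library is not excluded. The smaller of the values after TMM rescaling and quantile normalization was 0.78, so scaling does not account for the difference. A lower level on OP50 stays open, with a median of -0.60 between *set-16(RNAi)* and control animals. No biological explanation was tested, and the knockdown of *set-16* itself remains one.

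The 20 rows with the largest called fall in control animals fell less in both *sams-1(RNAi)* and *set-16(RNAi)* animals, by 2.32 and 2.46 in the median row, tested between the groups in the same way (adjusted p = 0.0104 and adjusted p = 0.0202 by fry in limma). In draws with no true difference these rows gave 0.19 and 0.22. In *sams-1(RNAi)* animals they lay above control on PA14, by 2.98 in the median row, and in *set-16(RNAi)* animals below control on OP50, by a median of -1.62. The cause of either was not tested further.

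The paper does not report the comparison of *sams-1(RNAi)* with control animals on *P. aeruginosa*, where limma called 441 rows higher and 21 lower of 15690. Both sets of libraries were on the same bacteria, so the bacteria alone do not explain it. Scaling cannot be told apart from a true excess of rises. Whatever their p-value, 3725 rows were at least 2-fold higher and 1472 lower, and TMM rescaling kept such an excess, with 4029 and 1259. Quantile normalization, which moved the overall median by -0.175, left an excess of 295, with 2605 and 2310, and with the median of each library at 0 there was none, with 2832 and 2871, although 519 rises and fewer falls were then called. Both would also even out a true excess. Rises were a smaller share of the calls at an adjusted p under 0.1, with 3171 rises and 1147 falls. The replicate block gave 1317 and 393, the authors' deposited table 1741 and 376, and TMM rescaling 1276 and 93, all smaller shares. The share was also smaller without *sams-1* PA14 replicate 1 or replicate 2, but not after quantile normalization, with 11 and 0 called. A different stage of the animals stays open beside the knockdown: the sperm protein genes had a median log2 fold change of 3.92 there, above all 10000 matched random lists.

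In the comparison of *set-16(RNAi)* with control animals on *P. aeruginosa*, which the paper also does not report, limma called 6 rows higher and 2 lower of 14367. Scaling does not account for them as a group, since 4 of the 6 stayed called after both TMM rescaling and quantile normalization. They were not specific to *P. aeruginosa*: on OP50 all 6 were higher too, with a median log2 fold change of 5.62, although limma called none of them there (adjusted p-values from 0.13 to 0.34). With any 1 library left out, between 1 and 3 rows were called higher. The knockdown stays open as the reason, untested.

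Among lists of genes outside those the paper discusses, the sperm protein genes were higher in *sams-1(RNAi)* than in control animals on OP50, with a median log2 fold change of 4.66 and all 27 measured genes higher. limma called 22 of them over all rows and 27 adjusted over the list alone, while fry did not pass after adjustment over 104 list tests (adjusted p = 0.291 in limma). These genes share reads, so they count as fewer than 27 observations. On OP50 they were above all 10000 matched random lists in *set-2* (0.75, 25 of 27 higher) and *set-16* RNAi animals too (0.74, 25 of 26), and in control animals they had a median of 0.89 on *P. aeruginosa* (24 of 24 higher). Low values in the control libraries on OP50 may thus be part of the difference, but not the whole of it, since against the control libraries on PA14 the median was 3.92. The same animals had low values of the oocyte list, whose median sat at percentile 0.01 of matched random lists, and 744 rises and 19 falls were called. Whether scaling made that excess cannot be told apart: whatever their p-value, 4680 rows were at least 2-fold higher and 1632 lower, but quantile normalization left an excess of 228, with 2936 and 2708 (50 and 2 called), and the median of each library at 0 turned it round, with 2986 and 4547, although 548 rises and 92 falls were then called. Rises were a smaller share of the calls at an adjusted p under 0.1, with 3849 rises and 1216 falls. They were also a smaller share in the authors' deposited table, with 1874 and 568. The same held with the replicate block and without *sams-1* OP50 replicate 1 or replicate 2. Animals at an earlier stage would give the change in both lists, and so would an effect of *sams-1* RNAi on the germ line; the design holds no ages that would part them.

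In the libraries labelled *sams-1(RNAi)* on PA14, *sams-1* itself was higher than in control animals, with a log2 fold change of 1.43 (adjusted p = 0.014 in limma). An exchange of the control and *sams-1* labels on PA14 is argued against by the other genes: of the rows called higher after *sams-1* RNAi on OP50, 98.3% were higher on PA14 as well. The fall of *sams-1* in control animals on PA14, with a log2 fold change of -2.86, stays open as the reason, as do reads of the RNA the animals were fed, which were not separable in these values.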

How the results depend on the processing

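The alternatives chosen only after the values were seen were the sum of the rows of each gene, *oac-23* in place of *oac-32*, the replicate block within each RNAi group of the interaction, the smallest log2 fold change of the sheet of S1 Table as a threshold, the median of each library at 0, and the use as results of the rows that fell in control animals as a set and of the comparisons of an RNAi with control on PA14. For every result named below as changed, the cause was not tested.

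The main results were 41: the counts of rows called in each comparison and in each interaction, the median differences of 3 gene sets between responses, and the rows called in both control and RNAi animals. A pseudocount of 0.5 and no filter on low values left all 41 on the same side of the thresholds. Of the settings run on many results, an adjusted p under 0.1 changed 24 of 32, the authors' deposited tables 22 of 26, the fit without a trend of the variance 17 of 35 and the replicate block 20 of 41. Tools for counts of reads were not run, because whole reads could not be recovered from the values.

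A pseudocount of 4 changed 2 results, to 11 rows higher in *set-16(RNAi)* animals on PA14 against 6, and to 0 rows with a lower log2 fold change on *P. aeruginosa* in *sams-1(RNAi)* than in control animals against 1. A mean value of at least 50 changed the calls in *set-16(RNAi)* animals on PA14 to 3 higher and 0 lower. Summing the rows of each gene left 1 row lower there against 2, and reversed 1 named row: C01B10.4b of *C01B10.4* on *P. aeruginosa* in control animals, to 0.81 from -5.69.

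TMM rescaling raised the rows lower in *sams-1(RNAi)* animals on OP50 to 29 from 19, and on PA14 gave 1276 higher and 93 lower against 441 and 21. The rows with a lower log2 fold change than in control became 3 in *sams-1(RNAi)* animals and those with a higher one 1. Quantile normalization lowered the calls in *sams-1(RNAi)* animals to 50 higher and 2 lower on OP50 and to 11 higher and 0 lower on PA14. It moved the median over all rows by -0.345 on OP50, by -0.140 in the response of control animals and by -0.128 in that of *set-16(RNAi)* animals. The response to *P. aeruginosa* had 104 rows higher and 14 lower in *set-2(RNAi)* animals and 59 higher in *set-16(RNAi)* animals with it. The rows called in both control and RNAi animals became 103 higher and 12 lower for *set-2* and 53 higher for *set-16*, and 0 rows had a log2 fold change lower than in control in *sams-1(RNAi)* animals.

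Without a trend of the variance with the mean, limma called 0 rows higher and 0 lower on *P. aeruginosa* in control, *set-2(RNAi)* and *set-16(RNAi)* animals, 0 and 0 in *sams-1(RNAi)* animals on OP50 and on PA14, and 0 in each overlap with control. Only 1 row was lower in *set-16(RNAi)* animals on PA14, and in *sams-1(RNAi)* animals 0 had a log2 fold change lower than in control and 1 a higher one. The counts at an unadjusted p under 0.05 with the trend were 1241 and 247 in control animals, 938 and 192 in *set-2(RNAi)* animals, and 3875 and 1224 in *sams-1(RNAi)* animals on OP50.

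The replicate block was most marked in *sams-1(RNAi)* animals, where it leaves 1 residual degree of freedom beside 26.6 of the prior, against 2 and 3.3 without it, so its p-values rest on the prior for nearly all of their weight. With the replicate block, 574 rows were higher and 230 lower on *P. aeruginosa* in *sams-1(RNAi)* animals against 0 and 0, and of these 322 and 48 were called in control animals too. In *set-16(RNAi)* animals 39 rows were higher and 4 lower, with 38 and 3 also in control animals. In *sams-1(RNAi)* against control animals 3132 were higher and 1153 lower on OP50, where limma took the prior variance alone, with no weight on that of the row, and 1317 and 393 on PA14. In *set-2(RNAi)* animals on PA14 49 were higher and 16 lower, in *set-16(RNAi)* animals 1 was higher on OP50, and 29 were higher and 6 lower on PA14. With 1 replicate block for both RNAi groups, the log2 fold change was lower than in control in *sams-1(RNAi)* animals for 5 rows and higher for 1, and the smaller fall of the control-repressed rows was 1.05, with an unadjusted fry p of 0.072. With a replicate block within each RNAi group there were 195 and 42 rows, and the unadjusted fry p for that fall was 0.009. The replicate block changed no other call or count of a response by over 1.5 times.

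At an adjusted p under 0.1, rows called on *P. aeruginosa* numbered 1120 higher and 214 lower in control, 69 and 7 in *sams-1*, 591 and 115 in *set-2*, and 553 and 56 in *set-16* RNAi animals. Those called in control animals as well numbered 63 and 4, 561 and 103, and 485 and 41 in the 3 knockdowns. In *sams-1(RNAi)* against control animals there were 3849 and 1216 on OP50 and 3171 and 1147 on PA14, and in *set-16(RNAi)* animals 3 and 2 on OP50 and 54 and 11 on PA14. The log2 fold change on *P. aeruginosa* was lower in *sams-1(RNAi)* than in control animals for 94 rows and higher for 18, and 81 and 11 of these had the smaller response in size in *sams-1(RNAi)* animals.

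The authors' deposited tables gave other counts at the same thresholds. They have 140 rows lower on *P. aeruginosa* in control animals, 181 higher and 58 lower in *sams-1*, 497 and 105 in *set-2*, and 523 and 66 in *set-16* RNAi animals. Of these, 160 higher and 21 lower in *sams-1*, 463 and 89 in *set-2*, and 433 and 45 in *set-16* RNAi animals are called in control animals too in the authors' deposited tables. The authors' deposited tables of RNAi against control have 1874 and 568 rows for *sams-1* on OP50, 1741 and 376 on PA14, 1 higher for *set-2* on OP50, 28 and 30 for *set-16* on OP50, and 54 and 12 on PA14.

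Leaving out 1 library in turn moved most counts. In control animals the rows higher on *P. aeruginosa* ran from 211 without PA14 replicate 2 to 575 without OP50 replicate 2, and the rows lower from 41 to 67 without the same libraries. In *sams-1(RNAi)* animals the rows higher ran from 55 to 191 and the rows lower from 12 to 47, in *set-2(RNAi)* animals from 8 to 547 and from 5 to 102, and in *set-16(RNAi)* animals from 0 to 416 and from 0 to 30. Rows called in control animals too ran from 0 to 131 higher and from 0 to 15 lower for *sams-1*, from 8 to 440 and from 3 to 42 for *set-2*, and from 0 to 341 and from 0 to 10 for *set-16*.

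Against control, the calls in *sams-1(RNAi)* animals ran from 638 to 3244 higher and from 44 to 2720 lower on OP50, and from 379 to 2812 higher and from 81 to 2153 lower on PA14, with the highest of each without *sams-1* replicate 1. For *set-2* they ran from 0 to 4 higher and from 0 to 1 lower on OP50, and from 0 to 5 and from 0 to 4 on PA14. For *set-16* they ran from 0 to 80 and from 0 to 15 on OP50, and from 1 to 3 and from 0 to 1 on PA14. Rows with a log2 fold change on *P. aeruginosa* lower than in control ran from 0 to 1 in *sams-1*, from 0 to 2 in *set-2* and from 0 to 2 in *set-16* RNAi animals, and rows with a higher one from 0 to 1 in *sams-1(RNAi)* animals.

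Of the median differences of the gene sets, 3 changed direction with 1 library left out: the 20 genes of Fig 2B in *set-2* (from -0.75 to 0.14) and *set-16* (from -0.90 to 0.33) and the induced rows in *set-16* RNAi animals (from -0.42 to 0.07). Without a control library, the induced and repressed rows were those called in control animals in that fit. In *sams-1(RNAi)* animals the induced rows and the 20 genes of Fig 2B kept an unadjusted fry p under 0.05 without any 1 library and under each rescaling. The control-repressed rows ran from 0.89 to 1.87 in *sams-1(RNAi)* animals and from 0.22 to 0.73 in *set-2(RNAi)* animals, and passed 0.05 or lost it with the library. With camera at a preset correlation of 0.01, 5 of the 12 sets passed an unadjusted p of 0.05 that fry did not: the induced rows (-0.28), the 20 genes (-0.25), the repressed rows (0.30) and the 20 largest falls (0.63) in *set-2* and the induced rows (-0.17) in *set-16* RNAi animals. With an estimated correlation the repressed rows and the 20 largest falls in *set-2(RNAi)* animals did. Ranking the 20 genes on replicate 1 or replicate 2 of control gave -2.25 and -2.01 in *sams-1*, -0.40 and -0.01 in *set-2*, and -0.16 and 0.27 in *set-16* RNAi animals. The 20 largest called rises of the RNAi animals themselves differed by 0.12 in *set-2* and 0.74 in *set-16*, and *oac-23* in place of *oac-32* gave -2.09, -0.27 and -0.26.

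Of the values of named genes under the alternatives, 2026 stayed on the same side of the thresholds, 350 lost a call, 112 gained one and 1 reversed.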

Differences from the paper's values

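The comparison with S2 Table at an adjusted p under 0.01 and the Kolmogorov-Smirnov test on the authors' deposited fold changes were chosen only after the results were seen, as were the sum of the rows of each gene and the threshold of S1 Table, while the other alternatives named below were set before the data were examined.

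The paper's S2 Table was compared at an adjusted p under 0.01, since its sheets run to 0.1. For genes up on *P. aeruginosa*, S2 Table has 181 rows in *sams-1*, 497 in *set-2* and 523 in *set-16* RNAi animals, against 0, 197 and 90 here by limma, where 514, 938 and 970 rows were up at an unadjusted p under 0.05. The *sams-1* count came within 1.5-fold of the paper's without OP50 replicate 1 or OP50 replicate 2 and in the authors' deposited table. The *set-2* count did so without *set-2* OP50 replicate 1 or OP50 replicate 2, at an adjusted p under 0.1 and in the authors' deposited table, and the *set-16* count without *set-16* OP50 replicate 2, at an adjusted p under 0.1 and in the authors' deposited table. The other alternatives did not. For control animals the paper's 773 rows, and the 651 of its text, were within 1.5-fold of the 576 here. The 651 is also the number printed in the part of Fig 2C that belongs to control alone, so it may not be the whole of the induced genes.

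For genes down on *P. aeruginosa*, S2 Table has 140 rows in control, 58 in *sams-1*, 105 in *set-2* and 66 in *set-16* RNAi animals, the paper's values, against 85, 0, 23 and 2 here by limma, with 247, 174, 192 and 154 at an unadjusted p under 0.05. Those within 1.5-fold were, for control, quantile normalization, the replicate block with 120 rows and the authors' deposited table; for *sams-1*, the data without OP50 replicate 1 and the authors' deposited table; for *set-2*, the data without OP50 replicate 1, an adjusted p under 0.1 and the authors' deposited table; and for *set-16*, an adjusted p under 0.1 and the authors' deposited table. The other alternatives were not.

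For names in the S2 sheets of both control and RNAi animals, the paper's values for genes up are 159 in *sams-1*, 458 in *set-2* and 426 in *set-16*, against 0, 188 and 84 here. The alternatives within 1.5-fold were the data without *sams-1* OP50 replicate 2, without *set-2* OP50 replicate 1 or 2 and without *set-16* OP50 replicate 2, an adjusted p under 0.1 for *set-2* and *set-16*, and the authors' deposited table for all 3. For genes down the paper's values are 21, 89 and 45, against 0, 20 and 1 here, and the alternatives within 1.5-fold were the data without *sams-1* OP50 replicate 1, an adjusted p under 0.1 for *set-2* and *set-16*, and the authors' deposited table for all 3. The remaining alternatives were not within 1.5-fold.

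The paper's S1 Table lists 1203 rows up in *sams-1(RNAi)* animals on OP50, against 744 here. With a mean value of at least 50, with TMM rescaling, or without control OP50 replicate 1 or 2 the count came within 1.5-fold, and with the other alternatives set beforehand it did not. Summing the rows of each gene, chosen after seeing the values, gave 827, within 1.5-fold too. The 2 counts use different thresholds, though: the sheet starts at a log2 fold change of 1.95 and runs to an adjusted p of 0.0147, so the alternatives that come near do not explain the gap. From 1.95 on at an adjusted p under 0.01 the paper's sheet has 1136 rows, limma called 616 here, or 655 with rows summed, and the authors' deposited table has 1135. Of the 1203 rows, 32 were not found among the identifiers, and of the 1171 found 666 were not called here at 2-fold, or 631 with rows summed.

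The paper's text gives 5 percent as the overlap of the genes down on *P. aeruginosa* in control and *sams-1(RNAi)* animals, against 0 here by limma, which called 0 rows down in *sams-1(RNAi)* animals, with 174 at an unadjusted p under 0.05. Without *sams-1* PA14 replicate 1 the share came within 1.5-fold, and under the other alternatives, which ran from 0 to 40, it did not. In the sheets of S2 Table as they stand, 35 of 173 names of the control sheet are in both, or 20.2%.

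The paper's figures print a Kolmogorov-Smirnov p only as below a limit in Fig 2B, Fig 4A and Fig 5A. The minus log10 of that limit, a bound and not a value, is about 16, the paper's value read by eye, against 6.84 for *sams-1*, 0.76 for *set-2* and 1.91 for *set-16* here on the 20 genes. No alternative came near the bound, and they ran from 5.02 to 6.84, from 0.08 to 1.91 and from 0.08 to 2.40. The smallest exact p that 20 values against 20 can give is 1.45e-11. On the authors' deposited fold changes the same exact test gave p = 5.8e-10, p = 0.00397 and p = 0.00112.

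For the log2 fold changes on *P. aeruginosa* in control animals, the paper's values in S2 Table were lower for 15 of the 20 genes by more than the spread between replicates, and the authors' deposited table holds the paper's values. No other alternative gave a value as low as the paper's for any of the 15, so what follows is which came within that spread of it. None did for *C50F7.5* (the paper's 4.96, 6.06 here), *T16G1.5* (the paper's 4.71, 5.37 here) or *irg-1* (the paper's 4.62, 6.72 here). None did for *C32H11.9* (the paper's 8.19, 11.15 here) or *F49H6.13* (the paper's 4.59, 7.32 here) either, but these 2 were at 0 or near 0 in both control libraries on OP50, so the size here is set by the 1 added before the logarithm and is not a measured fold.

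For 5 more genes quantile normalization was among the alternatives within the spread between replicates of the paper's value. For *irg-3* (the paper's 6.03, 6.27 here) the other was the data without control PA14 replicate 1, and for *B0024.4* (the paper's 5.95, 6.12 here) there was no other. For *gst-38* (the paper's 5.74, 6.17 here) the others were a pseudocount of 4 and the data without OP50 replicate 1 or PA14 replicate 1, for *cpr-3* (the paper's 4.70, 4.86 here) the data without OP50 replicate 1 or PA14 replicate 2, and for *Y53G8AM.5* (the paper's 4.66, 5.47 here) a pseudocount of 4 and the data without OP50 replicate 1.

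For *T24C4.4* (the paper's 5.34, 5.58 here) a pseudocount of 4, TMM rescaling, quantile normalization and the data without OP50 replicate 1 or PA14 replicate 2 came within the spread of the paper's value. For *K11H12.4* (the paper's 5.23, 5.44 here) and *F35E12.4* (the paper's 4.91, 5.34 here) a pseudocount of 4, quantile normalization and the data without OP50 replicate 2 or PA14 replicate 2 did. For *C06B3.7* (the paper's 5.96, 6.61 here) and *oac-32* (the paper's 5.43, 6.1 here) a pseudocount of 4 and the data without OP50 replicate 1 or PA14 replicate 2 did. In each case the alternatives not named did not.

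The paper states that expression of many of the 20 genes was diminished after *set-16* RNAi. Here 12 of the 20 rose less than in control animals, 7 of them by at least 1 (log2), with a median difference of -0.26. The 20 largest rises in draws with no true difference gave -0.27. Those were ranked by the rise in the values, while the 20 genes follow the order of the authors' deposited fold changes. The draws therefore do not settle whether the choice of genes made the difference.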

Other observations

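The tests on the replicates of *sams-1(RNAi)* animals, on the exchange of residuals, on the rows of *rpl-1*, on the authors' fold changes, on the rows that fell in *sams-1(RNAi)* animals and on the number of rows that doubled were chosen only after the results were seen.

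limma called 0 rows on *P. aeruginosa* in *sams-1(RNAi)* animals and 576 higher in control animals, and the *sams-1* libraries also had the largest spread between replicates. In draws with the means of control and the spread of the *sams-1* libraries a median of 371.5 rows were called, against 1083 with the spread of control and 409 with the means of *sams-1* and the spread of control. These draws call too many, since the means and spread of *sams-1* gave 106.5 where the data gave 0. With observed residuals exchanged, 77 rows were called with the means of control and 106 with those of *sams-1(RNAi)* animals. The spread lowers the count, and the 106 argues against it as the whole reason. With the replicate block, though, the counts were 574 and 700. Whatever the spread, 867 rows doubled in *sams-1(RNAi)* animals and 1395 in control. The knockdown stays open as the reason for this part.

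The 2 replicates of *sams-1(RNAi)* differed from each other in the same rows on both foods, with a Pearson correlation of 0.81 across 11468 rows. A batch shared by all libraries with 1 replicate number is argued against, since the median correlation with the other RNAi groups was 0.06. A batch shared with part of them stays open: the correlations ran from -0.20 to 0.35, highest with *set-2* on OP50. The sperm protein genes were higher in replicate 2 on OP50 at percentile 100 of matched random lists, and oocyte and vitellogenin genes were lower, so a difference of stage between the replicates stays open. A stronger knockdown in replicate 2 cannot be told apart from it: *sams-1* had a value of 3546 in replicate 2 and 1763 in replicate 1 on OP50, but reads of the fed RNA are part of any such value.

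*sams-1* fell on *P. aeruginosa* in control animals whatever the scaling, with a log2 fold change of -2.85 after quantile normalization. A response of the animals to *P. aeruginosa* or to the change of food stays open, as the design has only these 2 bacteria.

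The rows that fell in control animals fell less in *sams-1(RNAi)* animals, by 1.03 in the median row. The choice of rows on the control libraries gave 0.14 in draws with no true difference, and the smaller value of the 2 rescalings was 0.93. A higher level on PA14 in *sams-1(RNAi)* animals stays open, with a median of 1.87.

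The largest called fall in *set-16(RNAi)* animals, in the row Y71F9AL.13c of *rpl-1*, was not a fall of the gene as a whole. That row went from 445 and 525 to 0.149 and 0.201, while the sum of the rows of *rpl-1* had a log2 fold change of -0.20. Reads moved between the rows cannot be told apart from a loss of that row alone, because it made up 1.44% of the sum on OP50 and neither would shift the sum by much.

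In *set-2(RNAi)* animals 7 of the 20 genes of Fig 2B rise less than in control by at least 1 in the authors' deposited table, against 3 in the values, and in *set-16(RNAi)* animals 10 against 7. The gap between the 2 measures over the control-induced rows grew with the spread between replicates, with Spearman correlations of 0.79 and 0.84, but only of 0.39 in *sams-1(RNAi)* animals, whose replicates differed most. The median difference of the 20 genes goes from -0.60 in the authors' deposited table to -0.25 in the values for *set-2* and from -1.30 to -0.26 for *set-16*. Shrinkage by spread stays open as a reason for the lower rise in both. In *set-16(RNAi)* animals it cannot be told apart from a lower rise of some genes, because the 20 went both ways in the values.

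The other marker lists gave no adjusted fry p under 0.05 apart from 1. Vitellogenin genes were lower in *set-2(RNAi)* than in control animals on PA14, 6 of 6 with a median of -0.45 (adjusted p = 0.0253 by fry in limma over 104 list tests), and limma called 0 of them over all rows and 0 adjusted over the list alone. Genes of the PMK-1 pathway had a median log2 fold change on *P. aeruginosa* of 2.08 in control animals, with 10 called over all rows and 11 adjusted over the list alone (adjusted p = 0.0773 by fry in limma), and 1 lower over the list alone. Their median was 1.71 in *sams-1(RNAi)* animals, and the difference between the responses had a median of -0.16, with 7 higher and 10 lower (adjusted p = 0.786 by fry in limma), so this list does not show the smaller rise of the rows chosen on the control libraries. Fatty acid synthesis genes were higher after *sams-1* RNAi on OP50, with a median of 1.56, 7 called over all rows and 12 adjusted over the list alone (adjusted p = 0.215 by fry in limma). Heat shock genes had a median of 0.45 and ribosomal protein genes of -0.18 on *P. aeruginosa* in control animals, with 0 calls in limma in either list.

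If a step of the values is 1 read, all 16 held between 26520281 and 26725959 reads before scaling. A range so narrow may come from an earlier scaling or subsampling, so the depth at sequencing is not known from the values (totals per library and table from 25028251 to 27812956).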
